# SHP2 inhibition enhances Yes-associated protein–mediated liver regeneration in murine partial hepatectomy models

**DOI:** 10.1172/jci.insight.159930

**Published:** 2022-08-08

**Authors:** Ryan D. Watkins, EeeLN H. Buckarma, Jennifer L. Tomlinson, Chantal E. McCabe, Jennifer A. Yonkus, Nathan W. Werneburg, Rachel L. Bayer, Patrick P. Starlinger, Keith D. Robertson, Chen Wang, Gregory J. Gores, Rory L. Smoot

**Keywords:** Hepatology, Therapeutics, Drug therapy, Phosphoprotein phosphatases, Surgery

## Abstract

Disrupted liver regeneration following hepatectomy represents an “undruggable” clinical challenge associated with poor patient outcomes. Yes-associated protein (YAP), a transcriptional coactivator that is repressed by the Hippo pathway, is instrumental in liver regeneration. We have previously described an alternative, Hippo-independent mechanism of YAP activation mediated by downregulation of protein tyrosine phosphatase nonreceptor type 11 (PTPN11, also known as SHP2) inhibition. Herein, we examined the effects of YAP activation with a selective SHP1/SHP2 inhibitor, NSC-87877, on liver regeneration in murine partial hepatectomy models. In our studies, NSC-87877 led to accelerated hepatocyte proliferation, improved liver regeneration, and decreased markers of injury following partial hepatectomy. The effects of NSC-87877 were lost in mice with hepatocyte-specific *Yap/Taz* deletion, and this demonstrated dependence on these molecules for the enhanced regenerative response. Furthermore, administration of NSC-87877 to murine models of nonalcoholic steatohepatitis was associated with improved survival and decreased markers of injury after hepatectomy. Evaluation of transcriptomic changes in the context of NSC-87877 administration revealed reduction in fibrotic signaling and augmentation of cell cycle signaling. Cytoprotective changes included downregulation of *Nr4a1*, an apoptosis inducer. Collectively, the data suggest that SHP2 inhibition induces a pro-proliferative and cytoprotective enhancement of liver regeneration dependent on YAP.

## Introduction

The liver’s intrinsic capacity to regenerate is a highly complex and tightly regulated process that enables recovery from various insults (1). This specialized capability is leveraged routinely in the setting of surgical resection, performed for both malignant and benign conditions (2). A minimum volume of functional liver remnant is required for regeneration. Determination of this threshold is a complex and difficult task based on patient-specific characteristics, such as baseline liver function (3). Underestimation of the required remnant liver can have significant consequences, such as hepatic insufficiency and acute hepatic failure known as posthepatectomy liver failure (PHLF) (3–5). PHLF has high rates of mortality, and there are no effective treatment options aside from liver transplantation, for which most patients do not qualify (6, 7). Therefore, adequate liver regeneration is a major determinant of a patient’s recovery following resection.

Nonalcoholic fatty liver disease (NAFLD) represents a spectrum of disease associated with obesity and altered metabolic signaling that ranges from simple steatosis to nonalcoholic steatohepatitis (NASH) (8). NASH is among the risk factors associated with PHLF (7). This risk factor is especially relevant as the prevalence of NAFLD is increasing worldwide, and in the United States, it is currently estimated that 30% of the population has NAFLD (9). Consistent with the clinical outcomes of patients with NAFLD and NASH, preclinical work has demonstrated that partial hepatectomy in murine models of NAFLD and NASH is associated with markedly increased mortality and impaired liver regeneration (10). Notably, there are no approved pharmacologic options to improve liver regeneration whether NAFLD is present or not.

While individual signaling events associated with liver regeneration are well studied, the mechanisms underlying coordination of this complex process are not fully understood (11–13). Therapeutic targeting of various pathways has been undertaken in murine partial hepatectomy models utilizing either genetic or small molecule approaches (14–19). A target of interest in regenerative medicine is Yes-associated protein (YAP), a transcriptional coactivator and regulator of organ size (20). The role of YAP in liver regeneration is well described (1, 21, 22). Canonically, YAP is regulated by the inhibitory Hippo pathway. Deletion or inhibition of the Hippo pathway in the liver leads to YAP activation, increased cellular proliferation, and enhanced liver regeneration (1, 18, 23). We have previously described an alternative pathway in which YAP is activated by tyrosine phosphorylation on tyrosine 357 (Y357) via the Src family kinase LCK (24–26). This activation mechanism can be opposed by tyrosine-protein phosphatase nonreceptor type 11 (SHP2). SHP2 inactivates YAP by dephosphorylating the Y357 residue, which promotes nuclear export and decreased transcriptional coactivity (24). Consequently, SHP2 inhibition is associated with increased YAP cotranscriptional activity and proliferation (24, 27). To our knowledge, activating YAP through SHP2 inhibition has not been explored previously in the context of liver regeneration.

Herein, we investigated the effects of SHP2 inhibition, utilizing the small molecule inhibitor NSC-87877 (NSC), on liver regenerative capacity in murine models of partial hepatectomy. These studies suggest that SHP2 inhibition is associated with a proregenerative, cytoprotective signaling program that results in augmented liver regeneration and improved survival.

## Results

### NSC accelerates liver regeneration following partial hepatectomy.

Utilizing a standard 70% partial hepatectomy model in C57BL/6J mice (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.159930DS1), we observed that NSC significantly increased the liver/body weight ratio at 40, 72, and 120 hours after hepatectomy, suggesting accelerated liver regeneration (Figure 1A). The uniformity of hepatectomy between groups was confirmed by assessing the mass of the resected liver in each mouse (Supplemental Figure 1B). Plasma was collected after hepatectomy, liver, and kidney function assessments were performed by measurement of alanine aminotransferase (ALT), alkaline phosphatase, total bilirubin, and blood urea nitrogen (BUN). Notably, early ALT levels were 2.5-fold higher in vehicle-treated mice compared with NSC-treated mice (Figure 1B), suggesting reduced hepatocyte injury in the NSC-treated mice. Alkaline phosphatase, total bilirubin, and BUN were not significantly different between groups and were within the normal range (Supplemental Figure 1C). Expectedly, mice lost weight in the first 3 postoperative days, and this was similar between treatment groups (Supplemental Figure 1D). We also evaluated the histomorphology of the regenerating liver to assess for structural changes associated with the accelerated regeneration. No gross histological changes in the liver architecture were observed (Figure 1C). Thus, NSC administration accelerated liver regeneration and reduced ALT levels after hepatectomy.

Given the increased liver/body weight ratio in NSC-treated mice, we next examined indices of hepatocyte proliferation. Proliferative markers were assessed in livers 40 hours after hepatectomy, which has been previously defined as a point in which there is peak hepatocyte mitotic activity (28). At this time point, we observed increased proliferating cellular nuclear antigen (PCNA) by immunoblot analysis in whole liver lysates and an increased number of Ki67^+^ hepatocytes, identified histologically (Figure 1, D and E). These data suggest that NSC can increase the number of hepatocytes that reenter the cell cycle at a time point associated with peak mitotic activity in a regenerating liver. Additionally, increased Ki67 staining was observed in the resection specimen, 12 hours after the first dose of NSC, which suggested that NSC may induce hepatocyte proliferation in the absence of hepatectomy (Figure 1E). To further explore this possibility, we administered NSC (7.5 mg/kg/dose, twice daily) or vehicle for 4 weeks to C57BL/6J mice and then evaluated liver/body weight ratio and Ki67 staining. We observed an increase in both liver/body weight ratio and Ki67^+^ cells in mice treated with NSC, further supporting that SHP2 inhibition induces proliferation in the absence of proregenerative stimuli (Figure 1, F and G). Extended treatment with NSC did not result in any significant changes in mouse bodyweight (Supplemental Figure 1E). There was also no change in gross or microscopic liver histomorphology; there was no evidence of neoplasia or increase in hepatic fibrosis (Supplemental Figure 1, F and G). These data support a model in which NSC appears to be well tolerated perioperatively and to be associated with accelerated liver regeneration in vivo.

### SHP2 inhibition activates YAP and mediates accelerated regeneration.

Our prior studies in cholangiocarcinoma have identified that YAP activation and cellular proliferation is enhanced by SHP2 inhibition (24). Thus, we explored whether SHP2 inhibition altered YAP signaling, specifically in a noncancerous paradigm. We first assessed YAP signaling in Hu1545, a TERT-immortalized human hepatocyte cell line (29). In this cell line, we observed increased YAP tyrosine phosphorylation (pYAP^Y357^), a known activating posttranslational modification, in NSC-treated cells (Figure 2A). Notably, there was no significant change in serine phosphorylated YAP (pYAP^S127^), the Hippo pathway–specific phosphorylation that negatively regulates YAP activity. Increased pYAP^Y357^ is known to promote nuclear retention. Accordingly, we observed enrichment of YAP in the nucleus following NSC treatment in Hu1545 cells (Figure 2B). The posttranslational modifications of WW domain–containing transcription regulator 1 (TAZ) — a YAP paralog — that were not delivered by the Hippo pathway are not sufficiently studied. However, we observed concurrent nuclear enrichment of TAZ in Hu1545 cells following treatment with NSC or SHP099 (Figure 2B). This nuclear enrichment resulted in increased YAP/TAZ-dependent cotranscriptional activation, as evidenced by increased expression of YAP/TAZ target genes *CTGF*, *NUAK2*, and *CYR61* (Figure 2C). To understand the reversibility of YAP/TAZ activation, expression of YAP/TAZ target genes were assessed in NSC-stimulated Hu1545 cells following a subsequent washout period. NSC-stimulated cells maintained or further increased YAP/TAZ target gene expression 6 hours after removal of NSC. Cognate gene expression returned to baseline 24 hours after removal of NSC, indicating that the activation of YAP/TAZ was reversible (Figure 2C).

We exposed an additional transformed normal liver cell line, normal human cholangiocytes (NHC), to NSC and evaluated YAP activation, where we similarly observed increased abundance of pYAP^Y357^ and YAP cotranscriptional activity (Supplemental Figure 2, A and B). Prior work has demonstrated that SHP2 subcellular localization can change with YAP/TAZ modulation due to complex formation between these proteins (30). Interestingly, we did not observe any alteration in subcellular localization of SHP2 after NSC or SHP099 treatment in Hu1545 cells (Supplemental Figure 2C).

NSC also inhibits SHP1 (31). Inhibition of SHP1 has been identified as an activator of Src family kinases that results in YAP activation (32). To address this possibility, we examined the effects of a structurally dissimilar selective SHP2 inhibitor, SHP099 (33), on the cellular activation of YAP in Hu1545 cells. Following exposure to SHP099, we observed similar effects on YAP phosphorylation, YAP/TAZ localization, and cognate gene expression as observed after NSC administration (Figure 2, A, B, and D). Additionally, we evaluated the effects of NSC and SHP099 on Src activity directly by immunoblot in Hu1545 cells. We observed decreased Src phosphorylation (Src^Y416^), an activating posttranslational modification, following treatment with NSC and SHP099 (Supplemental Figure 3A). These findings suggest that YAP activation is a unique result of SHP2 inhibition.

SHP2 has been demonstrated to be involved in mediating RAS/MAPK pathway activation. The phosphatase activity and scaffolding function of SHP2 have both been implicated in this process (34). Previous studies have demonstrated that NSC affects different downstream effectors of RAS/MAPK signaling. Specifically, p38 signaling was downregulated in neuroblastoma via inhibition of dual-specificity protein phosphatase 26 (DUSP26) (35), mitogen induced ERK1/2 activation was downregulated in breast cancer cells (31), and JNK activity was downregulated in CD8^+^ T cells in murine encephalomyelitis (36). We evaluated these signaling cascades in Hu1545 cells following treatment with NSC or SHP099. The JNK and p38 signaling pathways did not significantly change following treatment with NSC or SHP099 (Supplemental Figure 3B). We did observe increased ERK activity with NSC treatment and diminished activity with SHP099 (Supplemental Figure 3B). These results indicate that NSC activity only modifies ERK1/2 activation in vitro and no other downstream MAPK pathway effectors. The effects on ERK1/2 are likely a result of SHP1 inhibition, based on previous studies in SHP1 ablated hepatocytes (37).

To assess how SHP2 inhibition affected YAP activity in vivo, we examined YAP/TAZ target gene expression in the liver resection specimen and regenerating remnant at 40 and 72 hours after hepatectomy. We observed increased expression of *Ctgf* and *Nuak2* in the resection specimen and the regenerating remnant 40 hours after hepatectomy (Figure 2D). Target gene transcripts were not significantly different between vehicle- and NSC-treated mice 72 hours after hepatectomy but were increased from baseline (Figure 2E). In vitro, YAP/TAZ activation was reversible, but we sought to understand if YAP/TAZ activity returned to baseline after the normal murine regenerative course. Mice were randomized to perioperative treatment with NSC or vehicle and underwent hepatectomy, followed by 7 days of twice-daily treatment. Posthepatectomy days 8–14, mice did not receive any additional treatments, and this is labeled as the washout period. Mice were then euthanized on day 14 after hepatectomy (Supplemental Figure 4A). Liver/body weight ratios were not statistically different between groups (Supplemental Figure 4B). YAP/TAZ target genes *Ctgf* and *Nuak2* levels were not statistically different between treatment groups, nor were they different from baseline expression levels (Supplemental Figure 4C). Histological analysis did not reveal any gross neoplasia, structural differences, or fibrosis in NSC-treated mice (Supplemental Figure 4D). These results indicate that YAP activation occurs early in the regenerative timeline and is transient.

We further evaluated if YAP activation was a major contributing mechanism by which accelerated liver regeneration occurred following NSC administration. To explore this, we performed hepatocyte-specific deletion of YAP and its paralog TAZ concurrently, utilizing *Yap^fl/fl^*/*Taz^fl/fl^* mice injected i.v. with hepatocyte tropic AAV8 viral particles expressing Cre recombinase (38). These *Yap*^Δhep^/*Taz*^Δhep^ mice then underwent treatment with NSC or vehicle perioperatively (Supplemental Figure 4E). YAP/TAZ knockdown efficiency was confirmed by immunoblot of whole liver lysates (Supplemental Figure 4F). *Yap^fl/fl^*/*Taz^fl/fl^* mice were utilized as an additional control for the specific genetic background. Notably, liver regeneration was accelerated by NSC in the *Yap^fl/fl^*/*Taz^fl/fl^* mice, similar to WT mice (Figure 2F). In contrast, NSC did not induce changes in posthepatectomy liver mass in *Yap*^Δhep^/*Taz*^Δhep^ mice compared with vehicle (Figure 2F). These data support that SHP2 inhibition activates YAP both in vitro and in vivo and that YAP/TAZ are critical signaling components downstream of SHP2 inhibition that induce accelerated liver regeneration.

### SHP2 inhibition induces a proregenerative transcriptional profile.

YAP appears to be central to the acceleration of liver regeneration observed with SHP2 inhibition; however, we sought to further define downstream signaling changes induced by NSC treatment in an unbiased manner through bulk RNA-Seq. 

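Whole liver from 9 mouse samples was profiled by RNA-Seq, which counts the sequenced fragments of messenger RNA that fall on each gene. There were 3 groups of 3 biological replicates: resection specimens of vehicle-treated mice taken at hepatectomy (0 h, the baseline), liver remnants of vehicle-treated mice 40 h after 70% hepatectomy, and remnants of NSC-treated mice at the same time. NSC, a small molecule inhibitor of SHP2, was given i.p. at 7.5 mg/kg per dose, 2 doses per day. The paper's methods place the first dose 1 day before surgery, and its results and the sample records 12 h before. Resection specimens of NSC-treated mice were not analysed here, so both 40 h groups were compared with the same 3 vehicle baselines. Whether a baseline specimen and a remnant with the same replicate number came from 1 mouse is not stated. The libraries were strand-specific and made from polyadenylated RNA. The authors aligned paired-end reads with STAR in the MAP-RSeq pipeline, counted them on genes with Subread, and deposited raw counts and FPKM without pooling replicates. The paper's methods name a human reference, whereas the deposited genes carry mouse Ensembl identifiers. Of the 43346 genes listed, 42462 have an identifier in the mouse GENCODE M21 annotation of GRCm38, and 33460 of these (78.8%) have the same chromosome, start and end there. All 37 mitochondrial genes are listed at 0 in every library. Between 31187349 and 33943842 reads were counted on genes per baseline library (median 32971376), between 27956396 and 42887589 per vehicle library at 40 h (median 37872295), and between 23997363 and 30201051 per NSC library (median 28786619). A floor of 3 counts corresponded to 0.07 to 0.125 CPM (counts scaled to library size). Raw counts were normalized by edgeR's TMM method, and the 15024 genes kept by its expression filter were tested with its quasi-likelihood test in 1 fit of all 9 libraries. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1.5, the thresholds of the paper's Figure 3. On simulated counts with the same library sizes, 175 of 200 genes changed 4-fold and 196 of 200 changed 8-fold were recovered, with 2 and 6 false calls. An exact permutation test of 3 libraries against 3 cannot give a 2-sided p below 0.1. Expression of single genes is given as TMM-normalized CPM, and positions are those of the deposited table in GRCm38.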

Transcriptional changes were evaluated by RNA-Seq of whole liver samples (resection specimen and remnant) at 40 hours after hepatectomy in vehicle- and NSC-treated WT mice. 

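Forty-hour livers differed widely from baseline under both treatments. An interval of 40 h is not a whole number of days, so these differences may also include those of time of day. In vehicle-treated mice, 1085 genes passed the thresholds, of which 756 had risen and 329 had fallen. The share that rose was 69.7% (Wilson 95% interval 66.9 to 72.3, which covers counting error only). In NSC-treated mice, 1222 genes passed, of which 809 had risen and 413 had fallen, a share of 66.2% (interval 63.5 to 68.8). The intervals of the 2 shares overlap. Without the fold change threshold, the alternative that moved these counts most, 3564 and 5207 genes passed. Requiring at least 10 counts in every library lowered them to 596 and 704. In vehicle-treated mice the rising genes with the smallest adjusted p included *Mcm5* (ENSMUSG00000005410, chromosome 8, 75109528 to 75128439), which encodes a subunit of the replicative helicase. It rose from 2.78 ± 0.837 CPM (SD, n = 3) at baseline to 44.5 ± 7.62 CPM (SD, n = 3), a log2 fold change of 4.00 (standard error 0.22, adjusted p = 3.22e-06, edgeR quasi-likelihood test). *Ncapg2* and *Fignl1* rose by 4.40 and 5.42 on the log2 scale. The water channel gene *Aqp8* (ENSMUSG00000030762, chromosome 7, 123462294 to 123468003) fell from 235 ± 38.6 CPM to 37.5 ± 2.12 CPM (SD, n = 3 each), with a log2 fold change of -2.65 (standard error 0.16, adjusted p = 3.22e-06 by the same edgeR test). *Arsa* and *Fam13a* followed at -1.74 and -2.56. The leading rising genes in NSC-treated mice were *Fignl1* at 6.34, *Ncapg2* at 4.94 and *Mcm6* at 3.42, and the leading falling genes were *Aqp8* at -2.28, *Shroom1* at -1.80 and *Acad10* at -1.97. These genes were chosen only among those without overlap between the groups. In each of these 12 comparisons the 3 livers of one group therefore lay apart from the 3 of the other by selection. *Shroom1* was at -1.43 after correction for GC content and no longer passed the fold change threshold.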

The total number of genes differentially expressed 40 hours after hepatectomy in vehicle- and NSC-treated mice was similar (1224 versus 1305), with a similar percentage of genes upregulated in vehicle- and NSC-treated mice (66.2% versus 64.2%). However, a unique subset of genes was differentially regulated in NSC-treated mice (Figure 3A). 

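Genes called in both treatments numbered 780, none of them in opposite directions. Another 305 were called only in vehicle-treated mice and 442 only in NSC-treated mice. With 1 library left out, the former count lay between 210 (without baseline replicate 1) and 463 (without NSC replicate 1) and the latter between 397 (without NSC replicate 2) and 561 (without vehicle replicate 3), and with at least 10 counts in every library they were 178 and 286. Of the 442, 440 had moved in the same direction in vehicle-treated mice and 214 had an adjusted p under 0.05 there. Their median absolute log2 fold change was 1.78 with NSC and 1.18 with vehicle, an order that the selection itself favours. The 305 genes called only with vehicle mirrored it, at 1.85 with vehicle and 1.18 with NSC. A direct test of NSC against vehicle at 40 h is a test of the difference between the treatments. In it, 186 of the 442 genes and 108 of the 305 had an unadjusted p under 0.05, counts that the selection also raises. The thresholds were passed by 2 of the 442 and none of the 305. Across the tested genes, which are not independent replicates, the 2 sets of log2 fold changes correlated with a Pearson r of 0.902. Both comparisons share the baseline libraries, and in simulations with no gene changed the correlation was already 0.505 on average. In simulations where both 40 h groups had the same true expression it was 0.953, with 1050 shared genes and 284.5 genes called only in the NSC group on average (240 to 313 over 20 simulations). In simulations where each group kept its own observed mean it was 0.868, with 902.1 shared genes and 596.55 genes called only in the NSC group on average (548 to 650). The observed correlation and the 442 genes lie between these 2 kinds of simulation, and the 780 shared genes lie below both. After correction for GC content, an alternative chosen after seeing the data, 320 genes were called only with NSC.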

Ingenuity pathway analysis (IPA) was utilized to evaluate the function of the 3 groups of differentially regulated genes: genes shared between groups, genes unique to vehicle-treated mice, and genes unique to NSC-treated mice. 

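The proprietary pathway analysis was not repeated. Lists of S phase and G2/M phase genes, fixed before the data were examined, were followed instead. Of the 43 S phase genes tested, 28 were among the genes called in both treatments, none were called only in vehicle-treated mice and 5 only in NSC-treated mice. Of the 53 G2/M genes, 42 were called in both treatments, none only with vehicle and 5 only with NSC. Genes whose 3 baseline libraries all held 3 counts or fewer numbered 3 and 2 in the lists, and setting them to their bound against that floor left the list medians as they were. The median log2 fold change of the S phase list from baseline was 2.10 in vehicle-treated and 2.34 in NSC-treated mice, and 41 and 42 of its genes did not overlap in the upward direction between the 3 baseline and the 3 later livers, where chance gives 5% of genes. For the G2/M list the medians were 4.98 and 5.86. In both lists and both treatments the set test camera, with a preset correlation of 0.01 between genes, gave adjusted p-values of 2.51e-40 or less. The rotation test fry, which estimates the correlation, also placed all 4 results under an adjusted p of 0.05. Camera with an estimated correlation did so for the S phase list only (adjusted p = 0.0374 in both treatments, against 0.247 and 0.252 for the G2/M list).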

The functions, based on canonical pathway analysis, of the shared genes was enriched in pathways involved in cellular proliferation and cell cycle control. 

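For immune genes, 3 lists bear on the genes called only with NSC. Of 27 acute phase genes, 6 were called in both treatments, 3 only in vehicle-treated mice and 2 only in NSC-treated mice. The corresponding numbers were 2, 0 and 1 of 8 neutrophil genes and 1, 0 and 1 of 13 macrophage genes. The acute phase list rose from baseline by a median log2 fold change of 1.37 with vehicle and 1.12 with NSC. The direct difference between the treatments was -0.24 (camera adjusted p = 0.00325, fry adjusted p = 0.231), and lay between -0.44 without vehicle replicate 1 and -0.09 without NSC replicate 3, where camera no longer placed it under 0.05. Neutrophil genes rose by 1.48 and 1.44, with a direct difference of 0.14 (camera adjusted p = 0.804). It lay between 0.05 without NSC replicate 1 and 0.64 without vehicle replicate 2. The latter had a camera p of 0.0276, which was not adjusted over lists. With at least 10 counts in every library the rises were 0.64 and 0.67, and camera no longer placed either under 0.05. The rise with NSC was 2.28 without baseline replicate 3, and camera did not place it under 0.05 without NSC replicate 1 (1.64). Macrophage genes rose by 0.55 with vehicle (camera adjusted p = 0.163) and by 1.14 with NSC (camera adjusted p = 0.00095). The rise with vehicle was 0.35 without vehicle replicate 2. Before adjustment over lists, camera placed it under 0.05 without baseline replicate 1 (0.51) or vehicle replicate 3 (0.63). The rise with NSC was 0.68 without NSC replicate 1. Their direct difference was 0.54 (camera adjusted p = 9.86e-05), which was not under 0.05 by fry (adjusted p = 0.133) or with an estimated correlation (adjusted p = 0.429). Without NSC replicate 1 it was 0.27, and camera no longer placed it under 0.05.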

The functions of the unique NSC canonical pathways included cytokine signaling and cellular immune response (Figure 3B); all IPA canonical pathways are listed in Supplemental Table 1. To evaluate changes in specific IPA canonical pathway activation between the genes unique to vehicle- and NSC-treated mice, we plotted the change in activation profile (IPA canonical pathway *Z* score). Comparisons were made between groups in which the pathway was significantly modified in one of the groups (Figure 3C). 

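Expression of 39 genes of extracellular matrix, its remodeling and TGF-β signaling was followed as a list, 5 of which the paper names, 1 of them (*Ctgf*) for other measurements. The list rose from baseline by a median log2 fold change of 1.22 in vehicle-treated mice (22 genes with an adjusted p under 0.05, edgeR quasi-likelihood test) and of 0.58 in NSC-treated mice (14 genes). The rise with NSC had a camera adjusted p of 0.0201 and a fry adjusted p of 0.133, and without NSC replicate 1 it was 0.34, which camera no longer placed under 0.05. Among its genes, 4 were called in both treatments, 10 only with vehicle and 1 only with NSC. In the direct comparison at 40 h the list was lower with NSC by a median of -0.55 (-0.97 without NSC replicate 1 and -0.36 without NSC replicate 2), with 28 of 39 genes lower. No gene passed an adjusted p of 0.05 over all genes tested, 12 passed when adjusted over the list alone, and 17 had an unadjusted p under 0.05. The list as a whole had a camera adjusted p of 3.28e-09, a fry adjusted p of 0.0508, and an adjusted p of 0.281 with an estimated correlation. The score of a liver, the median over the list of log2 CPM relative to the mean of the 9 livers, was 0.68, 0.69 and 0.37 in vehicle replicates 1 to 3 and 0.42, -0.26 and -0.25 in NSC replicates 1 to 3. NSC replicate 1 therefore overlapped the vehicle-treated mice. Among the collagens, chosen after their values were seen, *Col1a2* (ENSMUSG00000029661, chromosome 6, 4504814 to 4541543) was at 50.8 ± 18.2 CPM with vehicle and 14.7 ± 6.91 CPM with NSC (SD, n = 3 each), a log2 fold change of -1.78 (standard error 0.37, edgeR adjusted p = 0.0849).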

Notably, hepatic fibrosis pathway signaling activation was decreased in the NSC-treated mice. 

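*Fos* (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) rose from 8.77 ± 6.93 CPM at baseline to 91.6 ± 17.5 CPM in vehicle-treated mice and was at 14.7 ± 6.32 CPM in NSC-treated mice (SD, n = 3 each). Its log2 fold change between the treatments was -2.65 (standard error 0.59, edgeR adjusted p = 0.0992), and all 3 NSC livers lay below all 3 vehicle livers. *Timp1* (ENSMUSG00000001131, chromosome X, 20870166 to 20874735) rose in both treatments, by 5.63 with vehicle and 5.23 with NSC on the log2 scale. The NSC livers had 11.5, 1.77 and 1.33 CPM against 7.16, 6.19 and 5.98 CPM with vehicle, so the difference of -0.40 (standard error 0.70, edgeR adjusted p = 0.789) was within the spread between livers. Without NSC replicate 1 it was -2.05 (edgeR adjusted p = 0.00138, range over the alternatives 0.00138 to 1.00), and without NSC replicate 3 it was 0.04. *Tgfb2* (ENSMUSG00000039239, chromosome 1, 186622792 to 186705989) was not lower with NSC: it was at 0.492 ± 0.216 CPM with vehicle and 0.665 ± 0.285 CPM with NSC (SD, n = 3 each; log2 fold change 0.48, standard error 0.51, edgeR adjusted p = 0.627), with a log2 fold change between 0.11 without NSC replicate 1 and 0.86 without vehicle replicate 3.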

Genes that mapped to this pathway included *Timp1*, *Tgfb2*, *Serpine1*, and *Fos*. Consistent with these observations, genetic ablation of TGF-β or TIMP1 have previously been shown to improve liver regeneration after hepatectomy (39, 40). 

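A list of 43 IL-1 pathway genes differed little between the treatments. Its median log2 fold change was 0.09 from baseline to vehicle, 0.12 from baseline to NSC, and -0.08 between NSC and vehicle, a direction that flipped to 0.04 when only library size was used for scaling and to 0.02 without vehicle replicate 2. The changes from baseline also changed sign, to -0.00045 with vehicle without baseline replicate 2 and to -0.0026 with NSC without NSC replicate 1. The list was lower in 25 and higher in 18 genes (camera adjusted p = 0.405, fry adjusted p = 0.182). No gene passed an adjusted p of 0.05, over all genes or adjusted over the list alone, and 13 had an unadjusted p under 0.05. Stathmin 1, *Stmn1* (ENSMUSG00000028832, chromosome 4, 134468320 to 134473843), rose from 2.10 ± 0.552 CPM at baseline to 45.8 ± 7.10 CPM in vehicle-treated and 70.6 ± 42.4 CPM in NSC-treated mice (SD, n = 3 each). The difference between the treatments, a log2 fold change of 0.62 (standard error 0.48, edgeR adjusted p = 0.507), did not exceed the spread between livers. NSC replicates 2 and 3, at 87.2 and 102 CPM, were above every vehicle liver, and NSC replicate 1, at 22.4 CPM, was below every one. The log2 fold change without NSC replicate 1 was 1.04 (edgeR adjusted p = 0.00799, range over the alternatives 0.00799 to 0.814), and without NSC replicate 3 it was 0.26.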

Reduction in IL-1 signaling and increased stathmin signaling was also observed. IL-1 signaling has been shown to inhibit cellular proliferation after hepatectomy (41); stathmin signaling has been associated with proliferating hepatocytes (42). We utilized this strategy to evaluate MAPK signaling pathways in vivo. The p38 MAPK signaling was enriched in NSC-treated mice when compared with baseline (*P* = 0.02) and trended toward increased activity in vehicle-treated mice (*P* = 0.07). However, the difference in activation scores was only 0.41. 

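Transcripts that follow ERK activity were examined as a list of 10 genes (*Ccnd1*, *Dusp4*, *Dusp6*, *Epha2*, *Epha4*, *Etv4*, *Etv5*, *Phlda1*, *Spry2* and *Spry4*), of which 1 was called in both treatments and none in only 1 of them. The median log2 fold change from baseline was 0.89 with vehicle (camera adjusted p = 0.0363, fry adjusted p = 0.0434) and 0.19 with NSC (camera adjusted p = 0.437). The former was 0.82 without baseline replicate 3, which camera no longer placed under 0.05, and the latter lay between 0.08 without NSC replicate 1 and 0.38 without baseline replicate 2. Between the treatments it was -0.36, with 8 of the 10 genes lower with NSC, of which 1 passed when adjusted over the list alone and none over all genes, against 2 genes with an unadjusted p under 0.05. That difference had a camera adjusted p of 0.0395 and a fry adjusted p of 0.186. Even before adjustment over lists, camera no longer placed it under 0.05 in 3 of the 6 fits that each left out 1 library at 40 h (-0.32 without vehicle replicate 1, -0.27 without NSC replicate 2 and -0.22 without NSC replicate 3). Without NSC replicate 1 it was -0.57. After correction for GC content camera gave the difference an adjusted p of 0.0631. Draws of other genes with the same GC content had medians of -0.38 to 0.15 (95% range). The -0.36 lies within that range, so an effect of GC content stays open.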

Pathway activation in ERK/MAPK signaling and SAPK/JNK were not significantly altered in either group. These data indicate that NSC induces a proregenerative transcriptome in pathways not traditionally associated with YAP and does not significantly alter MAPK signaling pathways in vivo.

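Expression of 20 YAP/TAZ target genes, 4 of which the paper names, showed no shift between the treatments. The list had a median log2 fold change from baseline of 0.44 in vehicle-treated mice (camera adjusted p = 0.273) and 0.38 in NSC-treated mice (camera adjusted p = 0.643), the latter 0.045 without NSC replicate 1. Between NSC and vehicle it was -0.05 (camera adjusted p = 0.358), with 8 genes higher and 12 lower, and the sign depended on the scaling (0.07 with library size only and 0.03 after GC correction). Without NSC replicate 1 the median was -0.22, with a camera p of 0.0043 before adjustment over lists, while without NSC replicate 3 it was 0.03. Of these genes, 2 were called only in vehicle-treated mice, 2 only in NSC-treated mice and none in both. In the direct comparison no gene passed an adjusted p of 0.05, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05.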

Due to the increased Ki67 IHC in WT mice, we hypothesized that NSC treatment augmented the expression of cell cycle genes normally induced after hepatectomy. Cell cycle genes were identified based on a standard cell cycle gene set (KEGG Cell Cycle, 04110). The majority of gene transcripts in this set were upregulated in regenerating livers after hepatectomy, and these pro-proliferative transcripts were further induced in NSC-treated mice (Figure 3, D and E). 

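The 123 genes taken as the KEGG cell cycle set were written from general knowledge of the pathway, since the paper does not list its members, and 117 of them were tested. From baseline to 40 h, 89 rose and 28 fell in vehicle-treated mice, with an adjusted p under 0.05 for 50 rising and 5 falling genes (edgeR quasi-likelihood test). In NSC-treated mice 94 rose and 23 fell, with 66 and 9 past that threshold. Adjusted over the list alone, 55 rising and 6 falling genes passed with vehicle and 69 and 9 with NSC. Median log2 fold changes of the set were 0.48 (camera adjusted p = 1.43e-14) and 0.69 (camera adjusted p = 1.62e-16). In the direct comparison, 83 of 117 genes were higher with NSC and the median was 0.25. No gene had an adjusted p under 0.05, either over all genes or adjusted over the list alone, and 28 had an unadjusted p under 0.05. For the set as a whole, camera gave an adjusted p of 0.00166, fry 0.186, and camera with an estimated correlation 0.473. After correction for GC content the median was 0.15, and without NSC replicate 2 it was 0.16, which camera no longer placed under 0.05. Among the 50 genes that had risen in vehicle-treated mice the median difference was 0.40. The difference was not shared by all livers. G2/M scores were 1.60, 1.48 and 1.19 in vehicle replicates 1 to 3 and 0.29, 2.98 and 2.56 in NSC replicates 1 to 3, so NSC replicate 1 lay below every vehicle-treated mouse. S phase scores were 0.42, 0.59 and 0.56 with vehicle and 0.70, 1.18 and 0.99 with NSC, without overlap. The median difference was 0.45 for the S phase list (camera adjusted p = 2.12e-08, fry adjusted p = 0.0367). Camera with an estimated correlation gave this list an adjusted p of 0.275. After correction for GC content its adjusted p was 1.72e-06 with camera and 0.104 with fry, so fry no longer placed it under 0.05. For the G2/M list the median difference was 0.87 (camera adjusted p = 1.68e-05, fry adjusted p = 0.404). The G2/M difference was 1.31 without NSC replicate 1 and 0.45 without NSC replicate 2, where camera no longer placed it under 0.05. *Mki67* (ENSMUSG00000031004, chromosome 7, 135689788 to 135716379) was at 112, 121 and 87.5 CPM with vehicle and 61.2, 239 and 160 CPM with NSC (log2 fold change 0.52, standard error 0.41, edgeR adjusted p = 0.507). It was 0.90 without NSC replicate 1 (edgeR adjusted p = 0.0223, range over the alternatives 0.0223 to 0.96) and 0.05 without NSC replicate 2. *Pcna* (ENSMUSG00000027342, chromosome 2, 132249162 to 132253314) was higher in all 3 NSC livers, at 56.3 ± 0.914 CPM against 43.7 ± 3.87 CPM (SD, n = 3 each; log2 fold change 0.37, standard error 0.12, edgeR adjusted p = 0.15). Starting from the increased Ki67 staining, the paper hypothesized that NSC augments the cell cycle genes normally induced after hepatectomy. It states that most of the set rose after hepatectomy and was further induced with NSC (Fig. 3, D and E), and from the profiling as a whole it concludes that NSC treatment induced an enhanced proliferative state.

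**Figure D1:**
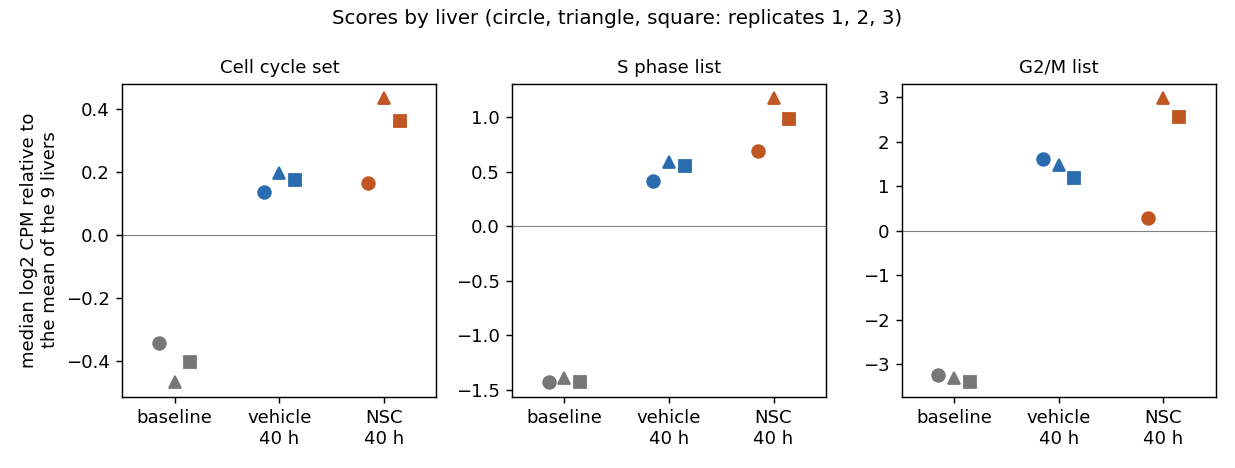
Scores of the cell cycle set, the S phase list and the G2/M list in each of the 9 livers. The vertical axes give the median over the genes of log2 CPM relative to the mean of the 9 livers, with a separate scale per panel, and circles, triangles and squares are replicates 1, 2 and 3. All 40 h livers lie above baseline, and in the G2/M panel NSC replicate 1 (0.29) lies below the vehicle-treated mice while NSC replicates 2 and 3 (2.98 and 2.56) lie above them.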

Overall, this transcriptomic profiling revealed that NSC treatment induced an enhanced proliferative state after hepatectomy, while altering pathways in fibrosis and inflammatory signaling.

### SHP2 inhibition modulates NR4A1 and is cytoprotective.

Orphan nuclear receptor subfamily 4 group A member (NR4A1), alias Nur77, is involved in a broad spectrum of cellular processes, such as apoptosis and cellular proliferation (43). *Nr4a1* is of specific interest, as its transcription has been shown to be negatively correlated with YAP activity (44). In these prior studies, increased YAP activity using genetic manipulation of the Hippo pathway modulated NR4A1. Active YAP also induced phosphorylation of NR4A1, indirectly through AKT, which directed NR4A1 away from mitochondria and to the nucleus. This resulted in reduced apoptosis and increased proliferation (44). The role NR4A1 plays in liver regeneration has only been explored in models of genetic manipulation, in which NR4A1 KO improved regeneration (44, 45).

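*Nr4a1* (ENSMUSG00000023034) lies on chromosome 15 from 101266846 to 101274792, on the plus strand. In liver at baseline it was at 20.5, 2.78 and 9.5 CPM in replicates 1 to 3. Among vehicle-treated mice at 40 h it was at 87.1 and 79.9 CPM in replicates 1 and 2 and at 4.65 CPM in replicate 3. NSC-treated mice had 1.80, 2.44 and 3.68 CPM, so each lay below every vehicle-treated mouse. The log2 fold change of NSC against vehicle was -4.45 with a standard error of 1.22, and the adjusted p was 0.138 in edgeR's quasi-likelihood test. Over 23 alternatives the log2 fold change stayed between -4.99 and -3.75, and the adjusted p ranged from 0.000173 (edgeR's exact test) to 0.413. The rise from baseline in vehicle-treated mice (log2 fold change 2.39, standard error 1.09, edgeR adjusted p = 0.163) and the difference between NSC and baseline (-2.06, standard error 1.15, edgeR adjusted p = 0.209) did not exceed the spread between livers.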

We observed *Nr4a1* as one of the top downregulated genes between vehicle- and NSC-treated mice, 40 hours after hepatectomy (Figure 3F). This finding was confirmed by quantitative PCR (qPCR) (Figure 4A). In WT mouse liver lysates, NSC increased the serine phosphorylation of NR4A1 (pNR4A1^S351^) in the resection specimen (0 hours) (Figure 4B). These transcriptional and posttranslational changes indicate increased YAP activity, but whether this modulated NR4A1 localization was unknown. To explore if the NR4A1 phosphorylation changes observed in vivo induce subcellular redistribution, we stimulated isolated primary mouse hepatocytes in vitro with NSC. YAP activation and NR4A1 modulation was observed as indicated by increased pYAP^Y357^, increased pNR4A1^S351^, and reduction in total NR4A1 (Figure 4C). Confocal microscopy confirmed that these changes resulted in NR4A1 redistribution from mitochondria to the nuclei of hepatocytes following NSC exposure (Figure 4, D–F).

The reduced ALT levels observed in vivo suggested that NSC induced a cytoprotective effect. To evaluate this, we evaluated the apoptotic response of isolated primary hepatocytes to a toxic bile acid stimulus with or without NSC pretreatment. Hepatocytes exposed to a toxic dose of glycochenodeoxycholate (GCDC) (50μM) expectedly had increased caspase 3/7 activity, indicative of apoptosis. However, cells pretreated with NSC did not exhibit increased caspase 3/7 activity (Figure 4G). These data indicate that NSC may protect hepatocytes from toxic apoptotic stimuli by modulating NR4A1 signaling; this cytoprotection may aid liver regeneration induced by the surgical process.

### SHP2 inhibition improves postoperative mortality in mice with NASH.

Patients with hepatic steatosis have increased postoperative morbidity, while patients with steatohepatitis have higher morbidity and mortality after hepatectomy (46, 47). Due to this increased risk in patients with steatohepatitis, we explored the role of SHP2 inhibition in preventing postoperative mortality in mice with NASH. Mice were randomized to standard chow (chow controls) or a high-fat, -fructose, and -cholesterol (FFC) diet (Figure 5A) that induces NASH in mice and mimics the human NASH phenotype (48, 49). Phenotypic characterization of mice after 24 weeks of FFC diet demonstrated increased weight gain and gross liver size (Supplemental Figure 5, A and B). Concurrent, steatosis with ballooning hepatocytes and fibrosis was also observed (Supplemental Figure 5, C and D).

Despite their increased age, chow control mice treated with NSC had similar increased liver/body weight ratios after hepatectomy (Figure 5B). Proliferation was also enhanced as identified by increased BrdU incorporation in liver sections collected 40 hours after hepatectomy (Figure 5C). Notably, 70% partial hepatectomy in other models of murine NASH has led to poor posthepatectomy survival (10). In our model, NASH mice that underwent partial hepatectomy also had a poor survival rate of 22.2% 72 hours after hepatectomy. This survival rate is improved to 66.7% (*P* = 0.002) when NASH mice were administered NSC perioperatively (Figure 5D). NSC treatment in NASH mice did not result in increased liver mass 72 hours after hepatectomy. This is likely confounded by only evaluating mice that survived to the study endpoint and the heterogeneity in starting liver mass indicated by increased variability in resection volumes in NASH mice (Supplemental Figure 5, E and F). Histologic analysis of vehicle- or NSC-treated mice did not reveal any gross changes (Supplemental Figure 5G). Additionally, plasma analysis (ALT, total bilirubin, alkaline phosphatase, and BUN) did not identify any significant changes at this time point except a nonsignificant decrease in plasma cholesterol (247 mg/dL versus 169.75 mg/dL, *P* = 0.19, *n* = 3–4/group). However, treatment with NSC resulted in increased BrdU incorporation 72 hours after hepatectomy compared with vehicle-treated NASH mice (Figure 5E).

In a separate cohort of mice with diet-induced NASH, plasma and liver remnants were evaluated 4 hours after hepatectomy. Similar to WT mice, we observed significant reduction in ALT levels in addition to total bilirubin in NASH mice. Additionally, TUNEL IHC was performed on the liver remnant and displayed decreased TUNEL^+^ hepatocytes, further illustrating the cytoprotective role of NSC treatment early after hepatectomy in NASH (Figure 5, F and G). These data indicate that NSC treatment can improve postoperative survival in a clinically relevant disease model potentially through pro-proliferative and cytoprotective signaling cascades.

## Discussion

This study delineates a proregenerative, cytoprotective signaling cascade in murine livers initiated by SHP2 inhibition. Specifically, the major findings of this study include that (a) pharmacologic inhibition of SHP2 activates YAP and accelerates liver regeneration following partial hepatectomy in mice; (b) SHP2 inhibition results in transcriptional changes associated with pro-proliferative and metabolic signaling pathways; and (c) SHP2 inhibition improves survival in a NASH partial hepatectomy model. These findings suggest that SHP2 inhibition may have clinical utility in promoting liver regeneration.

Improving the liver’s capacity to regenerate has proven difficult, despite the growing knowledge base surrounding this highly complex and regulated process. No clinically available therapeutic agents exist, and impaired/dysfunctional liver regeneration continues to carry a high degree of morbidity and mortality, especially in the posthepatectomy setting (6, 7). Preclinical studies have demonstrated a central role for YAP in regulating liver regeneration; however, the exact mechanisms both upstream and downstream of YAP remain unresolved and contradictory (17, 23, 50–52). For example, TGF-β has been suggested to be both required for YAP-mediated regenerative signaling and to be detrimental (39, 52). Excessive YAP signaling has been associated with liver steatosis and fibrosis in some preclinical models (53, 54), but in a carbon tetrachloride injury model, YAP activation through MST1/2 inhibition decreased fibrosis (23). Thus, there may be context-specific signaling, leading to differences in overall responses. Adding another layer of complexity to understanding YAP signaling in liver regeneration are the differential dependencies of cell types within the liver on YAP. For example, previous work has demonstrated that hepatocyte-specific YAP deletion impairs regeneration to a minor degree, whereas cholangiocyte-specific YAP deletion causes cholestasis and severe defects in liver regeneration, highlighting the central role of YAP/TAZ in cholangiocyte biology (50). Our experiments partially recapitulate these findings. We observed a deficit in, but not complete elimination of, liver regeneration following hepatocyte specific YAP/TAZ deletion. However, we also found that regeneration could not be augmented by SHP2 inhibition in these hepatocyte-specific deletion models. These findings suggest that YAP/TAZ signaling in hepatocytes is not necessary for adequate liver regeneration but may be an important determinant of overall intensity of the regenerative response, allowing these pathways to be augmented pharmacologically. Whether this is a cell-autonomous or nonautonomous regulation is an important area of future investigation, as increased YAP signaling within hepatocytes has been previously shown to induce changes in the vascular microenvironment through upregulation of HGF/c-MET signaling in liver (55).

Direct comparison of transcriptional profiles expressed in vehicle- and NSC-treated mice 40 hours after hepatectomy identified additional proregenerative targets, independent of known YAP signaling pathways, that NSC altered. For example, *Saa3* transcript expression was increased following NSC administration. 

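Directly compared at 40 h, NSC-treated and vehicle-treated mice differed in 3 of the 15024 genes tested, all lower with NSC. At an adjusted p under 0.05 without a fold change threshold there were 6 genes, and 2929 genes (19.5%) had an unadjusted p under 0.05. The 3 NSC livers and the 3 vehicle livers did not overlap for 3378 genes (22.5%), where chance gives 10%. The number of genes called depended on the test: DESeq2 called 51, edgeR's exact test 63 and its likelihood ratio test 67. Without NSC replicate 1, 181 genes passed, and after correction for GC content none did, with 1584 genes at an unadjusted p under 0.05. *Mvd* (ENSMUSG00000006517, chromosome 8, 122433596 to 122443422) encodes an enzyme of cholesterol synthesis and fell from 37.2 ± 6.94 CPM with vehicle to 10.9 ± 1.19 CPM with NSC (SD, n = 3 each). Its log2 fold change was -1.78 (standard error 0.21, edgeR adjusted p = 0.0341). *Plk3* (ENSMUSG00000028680, chromosome 4, 117128655 to 117133963) fell from 114 ± 36.7 CPM to 37.7 ± 5.68 CPM (SD, n = 3 each; log2 fold change -1.60, standard error 0.23, edgeR adjusted p = 0.047). After GC correction the edgeR adjusted p was 0.19 for *Mvd* and 0.3 for *Plk3* (ranges over the alternatives 4.74e-11 to 0.239 and 4.05e-07 to 0.3). Neither gene passed without vehicle replicate 2, NSC replicate 2 or NSC replicate 3 (log2 fold changes of -1.65, -1.85 and -1.70 for *Mvd* and -1.36, -1.58 and -1.51 for *Plk3*), and *Plk3* did not without vehicle replicate 1 (-1.59). Of the other genes labelled in Figure 3F, *Btg2* (ENSMUSG00000020423, chromosome 1, 134075170 to 134079120) had a log2 fold change of -2.35 (standard error 0.49, edgeR adjusted p = 0.0905), and *Irs2* (ENSMUSG00000038894, chromosome 8, 10986980 to 11008458) had one of -2.09 (standard error 0.39, edgeR adjusted p = 0.0849), both without overlap between the groups. *Irs2* passed without vehicle replicate 3 (-2.42).

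**Figure D2:**
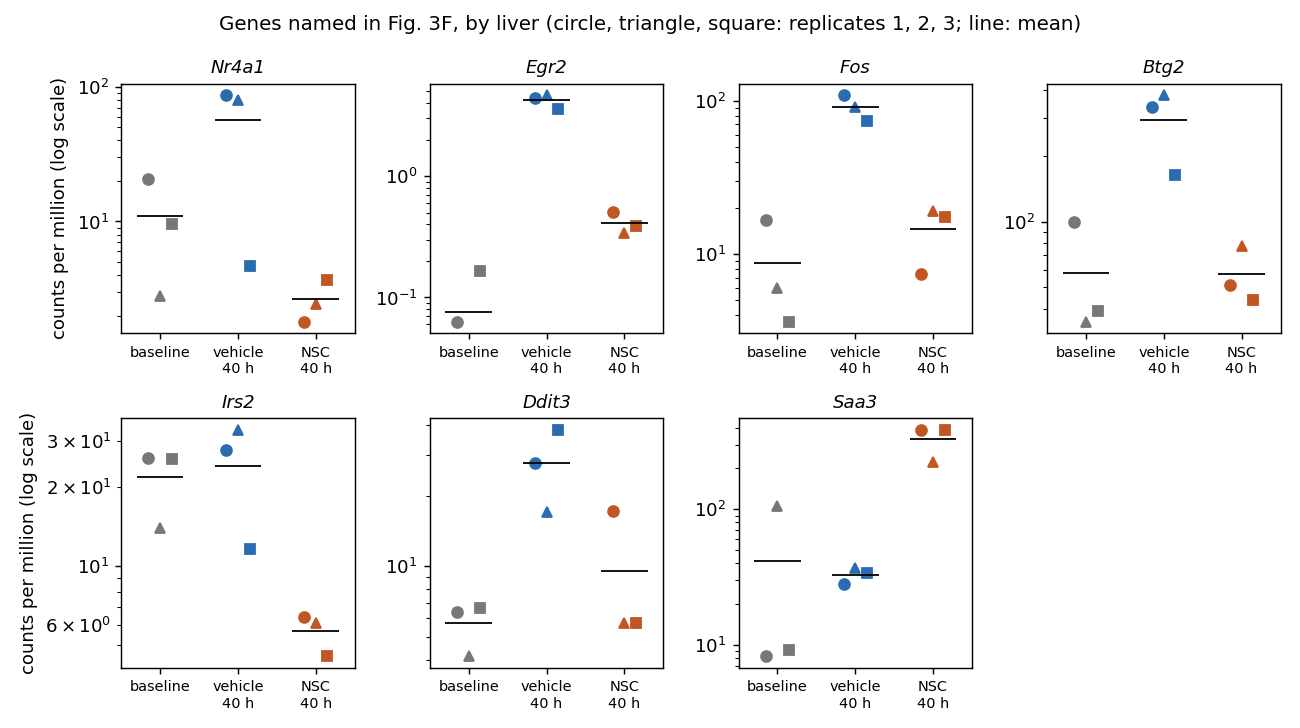
CPM of 7 genes labelled in Figure 3F, on log axes with a separate scale per gene, in each of the 9 livers. Circles, triangles and squares are replicates 1, 2 and 3, lines are group means, and *Egr2* in baseline replicate 2, which had no counts, is not drawn. For *Nr4a1*, vehicle replicates 1 and 2 (87.1 and 79.9 CPM) lie far above vehicle replicate 3 (4.65 CPM), and for *Saa3* the 3 NSC livers lie above all others.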

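*Saa3* (ENSMUSG00000040026, chromosome 7, 46711998 to 46715676) was at 33.0 ± 4.39 CPM in vehicle-treated and 331 ± 92.5 CPM in NSC-treated mice at 40 h (SD, n = 3 each). At baseline it was at 8.25 and 9.27 CPM in replicates 1 and 3 and at 107 CPM in replicate 2. All 3 NSC livers exceeded all other livers, and the log2 fold change against vehicle was 3.33 (standard error 1.03, edgeR quasi-likelihood adjusted p = 0.165). In the fit of the 6 livers at 40 h alone, which leaves out the spread at baseline, the adjusted p was 0.0012, and over 22 alternatives it ranged from 3.81e-27 to 0.44. *Saa1* and *Saa2*, close paralogs in the same cluster whose reads the counting could have shared, differed by 0.55 (standard error 0.61, edgeR adjusted p = 0.652) and 0.48 (standard error 0.88, edgeR adjusted p = 0.802).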

*Saa3* is an acute phase reactant specific to mice, a pseudogene in humans, that has been shown to be associated with liver regeneration following partial hepatectomy and may be important for metabolic adaptation and cellular protection (56, 57). Notable genes that were downregulated by NSC treatment included *Egr2* and *Ddit3*. 

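*Egr2* (ENSMUSG00000037868, chromosome 10, 67535475 to 67542188) was at 0.0761 ± 0.0832 CPM at baseline, 4.21 ± 0.591 CPM in vehicle-treated and 0.414 ± 0.0874 CPM in NSC-treated mice (SD, n = 3 each). NSC against vehicle gave a log2 fold change of -3.33 (standard error 0.44, edgeR quasi-likelihood adjusted p = 0.047), with no overlap between the groups. After GC correction the adjusted p was 0.19, and over 22 alternatives it ranged from 4.48e-15 to 0.223. It was over 0.05 without vehicle replicate 1 or 2 and without NSC replicate 2 or 3, while the log2 fold change lay between -3.52 and -3.21 in the 6 fits that each left out 1 library at 40 h. *Ddit3* (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288) was at 5.73 ± 1.40 CPM at baseline, 27.7 ± 10.6 CPM with vehicle and 9.55 ± 6.62 CPM with NSC (SD, n = 3 each). Its log2 fold change between the treatments was -1.53 (standard error 0.48, edgeR adjusted p = 0.154). NSC replicate 1, at 17.2 CPM, overlapped the vehicle-treated mice, and without it the log2 fold change was -2.28 (edgeR adjusted p = 0.00536, range over the alternatives 0.00536 to 0.352).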

*Egr2* downregulation has been associated with a metabolic shift in a hepatocyte-derived cell line that improved glucose uptake and decreased altered lipid metabolism associated with insulin resistance. Our data imply that improved metabolic signaling may be a benefit of NSC administration, as well (58). Additionally, *Ddit3* (alias CHOP), when genetically ablated, has been shown to improve survival and hepatocyte proliferation following a toxic acetaminophen dose (59). Thus, NSC may alter signaling cascades involved in cell death, metabolic signaling, and acute phase protein response after hepatectomy that may play a role in the enhanced liver regeneration observed in vivo.

In spite of unresolved mechanistic questions, the benefit of augmenting YAP signaling on tissue regeneration in general and in the liver specifically has been demonstrated (21, 22). Activation has been achieved utilizing both genetic approaches and small molecule inhibitors (17, 18, 23). For example, inhibition of MST1/2 kinases, which negatively regulate YAP activity via serine phosphorylation, is associated with increased markers of YAP activity, cellular proliferation, and liver/body weight ratio following partial hepatectomy in mice (23). MST1/2 inhibitors have also been associated with decreased injury in acetaminophen overdose models, dextran sulfate sodium (DSS) colitis models, and CCl_4_ administration models, suggesting overlap between regeneration and cytoprotection, similar to our observations. Activating YAP, in a Hippo pathway–independent manner, was previously unexplored in the context of liver regeneration. Utilizing 2 small molecule inhibitors, SHP2 inhibition resulted in YAP activation, and this activation in hepatocytes was central to the pro-proliferative and cytoprotective effects we observed. Notably, YAP and TAZ have diverse roles in various cell-specific contexts that include mechanosensing, cytoskeletal rearrangement, and immune cell trafficking (50, 60). Thus, the specific mechanisms contributing to the enhanced regeneration we observed will need to be evaluated in future studies; however, these preclinical data indicate that activating YAP through SHP2 inhibition represents a therapeutic strategy to accelerate liver regeneration.

Pharmacological inhibition of SHP2 resulting in YAP activation had not been explored previously. However, the role of SHP2 has been interrogated in murine liver regeneration. Bard-Chapeau et al. examined liver regeneration in mice with hepatocyte-specific SHP2 deletion (61). They observed decreased BrdU incorporation after hepatectomy; however, this did not result in significant differences in liver/body weight ratio. These results appeared to be mediated by reduced ERK1/2 signaling after hepatectomy. Our results differ from this previous study for several potential reasons. First, SHP2 scaffolding and enzymatic functions have both been implicated in downstream MAPK signaling. Genetic ablation permanently removes both of these functions, while pharmacological inhibition with NSC has been shown to only inhibit the enzymatic function of SHP2 (31). Next, we did not observe significant reduction of ERK1/2 signaling in our models, which was observed with their hepatocyte-specific deletion models. Finally, pharmacological inhibition of SHP2 with NSC is transient, as demonstrated in our washout studies, allowing for significant potential differences. Notably, Bard-Chapeau et al. (61) observed hepatoprotective effects of SHP2 ablation, similar to our observations.

YAP-directed therapy has theoretical risks, especially as it relates to neoplasia. Genetic downregulation of Hippo pathway components leads to liver overgrowth and, eventually, hepatocellular carcinoma (62–65). Additionally, activated YAP is oncogenic in murine models of cholangiocarcinoma (66). In fact, our initial exploration of SHP2 as a YAP regulatory molecule was conducted in cholangiocarcinoma models. We noted increased proliferation and resistance to chemotherapy following SHP2 inhibition/deletion, similar to findings where SHP2 deletion resulted in carcinogenesis in vivo (24, 67, 68). Given the known association between YAP activation and cancer, previous studies with MST1/2 inhibition included long-term administration without evidence of neoplasia (23). We noted similar findings in our studies with NSC. However, clinical indications requiring long-term administration would require additional safety studies. Clinically, an area of significant need is in the prevention and/or treatment of posthepatectomy liver insufficiency/failure. In this clinical situation, the expected duration of therapy would be short (typically a matter of days to weeks). Our results indicate that NSC induced YAP/TAZ activation transiently and returned YAP/TAZ activity to baseline both in vitro and in vivo. These results, paired with the need for short-term administration, likely limits the risk of neoplasia.

Overall, these results demonstrate that pharmacologic SHP2 inhibition is a feasible and tolerable option to accelerate liver regeneration and is cytoprotective. The findings of this study support this approach as a regenerative medicine therapeutic strategy.

## Methods

### Reagents.

NSC was purchased from Cayman Chemical (no. 56990-57-9). SHP099 was purchased from Selleck Chemicals (no. 1801747-42-1). GCDC was purchased from MilliporeSigma (no. G0759).

### Cell culture.

Hu1545 was provided by Keith Robertson (Mayo Clinic) and maintained in culture at 37°C and 5% CO_2_ in DMEM (Thermo Fisher Scientific) with 10% (v/v) FBS (Thermo Fisher Scientific), penicillin (100 IU/mL; Thermo Fisher Scientific), and streptomycin (100 μg/mL; Thermo Fisher Scientific). NHC were maintained in culture as previously described (69). These cells were provided by Nicholas LaRusso (Mayo Clinic). Experiments with NHC were carried out in DMEM/10% FBS. Primary mouse hepatocytes were isolated from mice by collagenase (Thermo Fisher Scientific) digestion followed by Percoll gradient purification (Thermo Fisher Scientific), as previously described, with minor modifications (70). Cells were plated on collagen-coated plates in DMEM with 10% FBS for 6 hours prior to experimental treatments.

### Animals.

C57BL/6J mice were obtained from the Jackson Laboratory for all experiments. Mice were maintained under a 12-hour light-dark cycle and fed ad libitum.

### NASH model.

Ten-week-old male C57BL/6J were housed 5 mice per cage, and cages were randomized to a diet for 24 weeks: standard chow (Diet Pico Laboratory Rodent Diet) or FFC diet, which included a high-fat and -cholesterol chow (AIN-76A Western Diet; 1810060; Test Diet)and drinking water that was supplemented with fructose (23.1 g/L, MilliporeSigma, F2543) and glucose (18.9 g/L,MilliporeSigma, 49158) as previously described (49).

### In vivo therapeutics.

For the murine partial hepatectomy model, mice were treated 1 day preoperatively and then every 12 hours postoperatively until euthanasia, unless otherwise noted (Supplemental Figure 1). Mice received NSC, 7.5 mg/kg every 12 hours (15 mg/kg/day) i.p., dissolved in normal saline. Control mice received equal volumes of normal saline.

### Partial hepatectomy model.

Male age-matched mice were randomly assigned to control or treatment. Surgical procedures were performed in small cohorts to ensure uniform timing in relation to the day/night cycle. Mice were anesthetized by vaporized isoflurane for an average operation time of 15 minutes. Two-thirds partial hepatectomy was conducted as previously described (71). Briefly, cholecystectomy followed by sequential ligation and excision of the left median, right median, and left lateral lobes was performed. Hemostasis was achieved. The abdomen was then closed in 2 layers with running 4-0 Vicryl. The resected tissue was collected for further molecular analysis as baseline. Liver regeneration was assessed 40, 72, and 120 hours after hepatectomy. All excised tissue was either frozen and stored at –80°C or fixed in 10% (v/v) buffered formalin overnight at room temperature.

### YAP/TAZ hepatocyte deletion in vivo.

*Yap/Taz–*double floxed mice (*Yap^fl/fl^*/*Taz^fl/fl^*) were obtained from The Jackson Laboratory (strain no. 030532). Eight-week-old *Yap^fl/fl^*/*Taz^fl/fl^* mice were administered 1 × 10^11^ AAV8 particles expressing AAV.TBG.PI.Cre.rBG, a gift from James M. Wilson (University of Pennsylvania, Philadelphia, Pennsylvania, USA; Addgene viral prep no. 100787-AAV8) as previously described, i.v. by tail vein injection (38). Four weeks following administration, mice underwent 70% partial hepatectomy as described above.

### Plasma analysis after hepatectomy.

Immediately following euthanasia, blood was collected via the inferior vena cava and placed in a lithium heparin tube. Plasma was separated from the blood by centrifugation at 2000*g* for 15 minutes at 4°C and transferred to new tubes. Plasma was aliquoted and stored at –80°C. Plasma was analyzed with Vetscan VS2 chemistry analyzer (Zoetis).

### RNA-Seq.

RNA was isolated from mouse livers using Qiagen RNeasy kit with on column DNase digestion per the manufacturer protocol. The raw RNA-Seq paired-end reads for the samples were processed through the Mayo RNA-Seq bioinformatics pipeline, MAP-RSeq version 3.1.4 (72). Briefly, MAP-RSeq employs the splice-aware aligner, STAR (73), to align reads to the reference human genome build hg38. The aligned reads were then processed through a variety of modules in a parallel fashion. Gene and exon expression quantification were performed using the Subread (74) package to obtain both raw and normalized (reads per kilobase per million mapped reads [RPKM]) reads. Finally, comprehensive analyses were run on the aligned reads to assess quality of the sequenced libraries. The data presented in this publication have been deposited to NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO series accession no. GSE198641. Using the raw gene counts report from MAP-RSeq, genes differentially expressed between the groups were assessed using the bioinformatics package edgeR 2.6.2 (75). Genes found different between the groups were reported, along with their magnitude of change (log_2_ scale) and their level of significance (FDR < 5%). Canonical pathway analysis was performed using IPA software (Ingenuity Systems). Biological functions and disease information within the IPA software were used to investigate the canonical pathways of interest.

### qPCR.

Total RNA was isolated from cultured cells or mouse liver samples using TRIzol, followed by isopropanol precipitation. Reverse transcription was performed with Moloney murine leukemia virus reverse transcriptase and random primers (Invitrogen). Real-time PCR (Light Cycler 480 II, Roche Diagnostics) was performed with Sybr Green (Roche Diagnostics), with primer sequences listed in Supplemental Table 3. Relative expression of target genes was calculated using the ΔΔCt method, with target gene normalization to the geometric mean of 18S rRNA expression.

### Western blot.

Proteins were isolated from mouse livers or cell lysates by mechanical disruption in cell lysis buffer (Cell Signaling Technology) with protease inhibitors (Roche), phosphatase inhibitors (Roche), and 1 mM PMSF (MilliporeSigma). Cellular debris was removed by centrifugation (12,000*g* for 15 minutes at 4°C). Proteins were resolved by SDS-PAGE on Tris-Glycine gels, followed by transfer to 0.2 μm nitrocellulose. Membranes were blocked in 5% BSA in TBS-Tween20 (0.1% v/v) and then stained overnight at 4°C. Primary antibodies are listed in Supplemental Table 2. Secondary HRP antibodies were applied for 1 hour at room temperature, and blots were visualized with ECL or ECL prime (GE Healthcare Life Sciences) chemiluminescence. Membranes were stripped, blocked, and reblotted as needed.

### Caspase 3/7 activity.

Primary mouse hepatocytes were plated (30,000 cells/well) and cultured in a black wall 96-well plate. Following treatment described in the corresponding figure legend (Figure 4G), caspase 3/7 activity was determined using Apo-ONE homogenous caspase-3/7 assay (Promega, G7792) according to manufacturer guidelines.

### Immunocytochemistry.

Cells were plated on coverslips and then treated. Cells were fixed in 4% (v/v) paraformaldehyde (PFA) for 30 minutes, followed by permeabilization with 0.1% (v/v) Triton X-100 in PBS for 5 minutes. Cells were blocked in 5% (w/v) BSA in PBS and incubated with primary antibody at 4°C overnight on a shaker. Primary antibodies listed in Supplemental Table 2. Secondary antibodies were then applied for 1 hour at room temperature, and nuclei were counterstained with DAPI. Coverslips were then mounted on glass microscope slides and then visualized by confocal microscopy (Zeiss LSM 780, Zeiss). Images utilized for mean fluorescence intensity calculations were obtained under identical conditions. In vitro, mitochondria were stained using MitoTracker Red CMXROS (M7512, Invitrogen). Briefly, cells were incubated with MitoTracker Red (400 nM) for 30 minutes and then fixed with 4% PFA at 37°C. Cells were then stained according to the protocol described above. Mean fluorescence intensity and colocalization was evaluated using ImageJ (NIH). Manders’ coefficient of correlation was calculated using the ImageJ plugin JACoP as previously described (76).

### BrdU labeling.

Two hours prior to euthanasia, mice were administered BrdU (100mg/kg) (MilliporeSigma) i.p. FFPE liver sections were incubated with primary antibody at 4°C overnight. Secondary antibodies were applied for 1.5 hours at room temperature, and nuclei were counterstained with DAPI. Ten high-powered fields (HPF; 40×) were visualized, and BrdU^+^ hepatocytes were counted on a immunofluorescence microscope (Invitrogen EVOS M5000).

### IHC.

Paraffin sections were cut at a thickness of 5 μm. Tissues were stained for histological analysis with H&E or primary antibodies listed in Supplemental Table 2. For quantification of Ki67^+^ hepatocytes, 10 HPF (20×) were visualized per sample and manually counted. TUNEL was performed according to the manufacturers protocol (Abcam, ab206386) in 10 μm FFPE liver sections. TUNEL^+^ cells were quantified in 10 fields of view (10×) for each section.

### Statistics.

Statistical analyses were performed with Prism version 9 (GraphPad Software) software or SPSS (IBM SPSS Statistics). Comparison of 2 groups for in vitro and in vivo studies was performed using 2-tailed Student *t* test. Comparison of 3 or more groups was performed using 1-way ANOVA with Bonferroni post hoc test. Survival analysis was performed using log rank (Mantel Cox) test in SPSS. *P* < 0.05 was considered statistically significant.

### Study approval.

All animal experiments were performed with Mayo Clinic IACUC approval.

## Author contributions

RDW contributed study concept and design; acquisition, analysis, and interpretation of data; and drafting of the manuscript. EHB and JLT contributed acquisition, analysis, and interpretation of data. CEM contributed analysis and interpretation of data, as well as technical support. JAY, NWW, and RLB contributed acquisition of data. PPS and CW contributed interpretation of data and critical revision of the manuscript for important intellectual content. KDR contributed material support and critical revision of the manuscript for important intellectual content. GJG contributed study concept and design, analysis and interpretation of data, critical revision of the manuscript for important intellectual content, material and technical support, and study supervision. RLS contributed study concept and design; analysis and interpretation of data; critical revision of the manuscript for important intellectual content; funding acquisition; administrative, material, and technical support; and study supervision.

## Supplementary Material

Supplemental data

Supplemental table 1

## Figures and Tables

**Figure 1:**
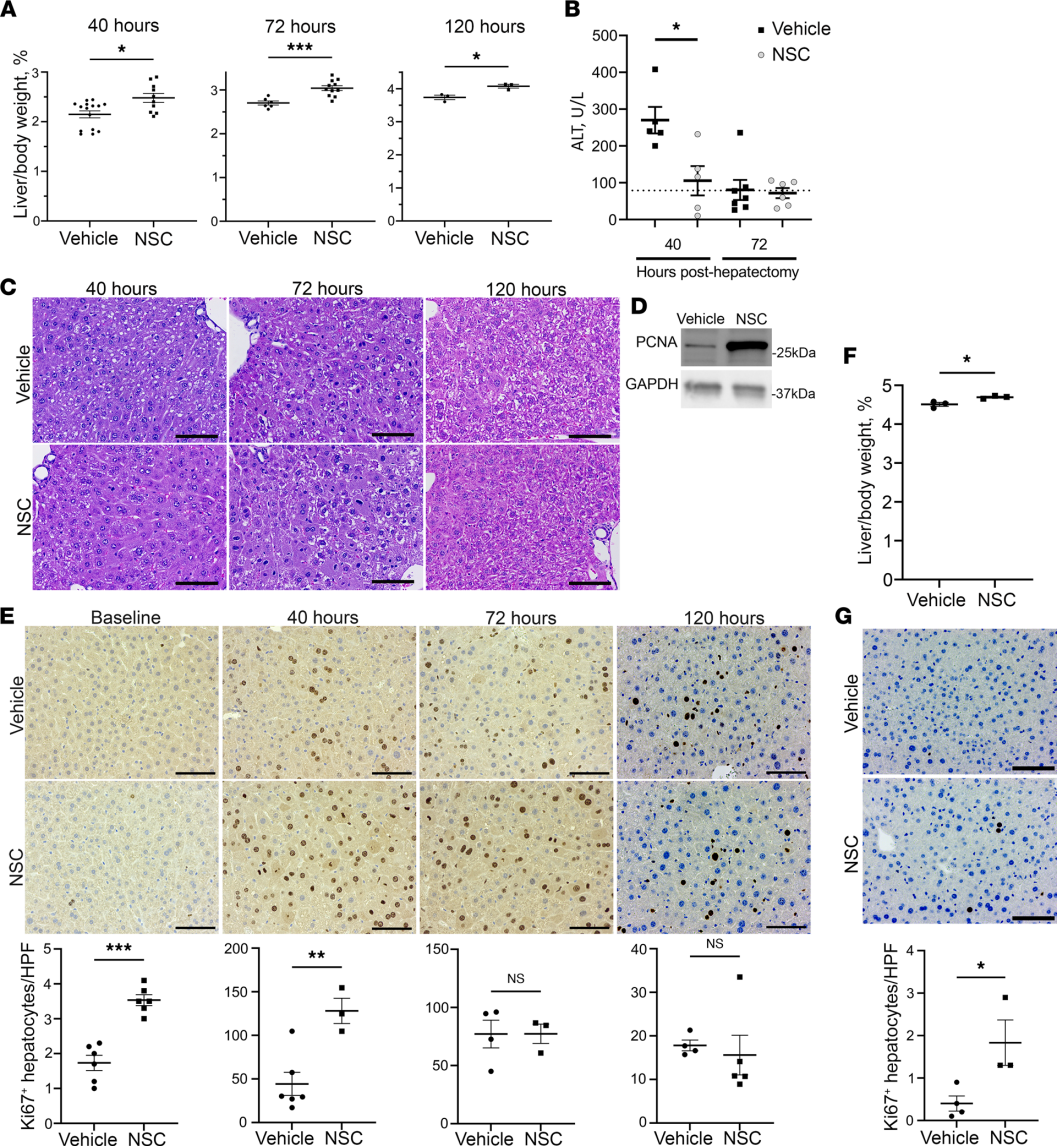
NSC-87877 accelerates liver regeneration following murine partial hepatectomy. (**A**) Mean liver/body weight ratio in mice treated with vehicle or NSC (7.5 mg/kg/dose, twice daily) 40 hours (*n* = 10-15), 72 hours (*n* = 6-11), and 120 hours (*n* = 3) after hepatectomy. (**B**) Plasma alanine aminotransferase (ALT) (U/L) 40 and 72 hours after hepatectomy (*n* = 5-7) in mice treated with vehicle or NSC. Dotted line represents the upper limit of normal (79 U/L). (**C**) Representative H&E-stained liver sections 40, 72, and 120 hours after hepatectomy in vehicle- and NSC-treated mice. Scale bar: 100 μm. (**D**) Proliferating cellular nuclear antigen (PCNA) immunoblot from murine whole liver lysates, 40 hours after hepatectomy, with GAPDH as a loading control. Representative of image of 2 independent experiments. (**E**) Representative Ki67 IHC-stained liver sections in vehicle- and NSC-treated mice from baseline, 40, 72, and 120 hours after hepatectomy (*n* = 3) quantified in 10 HPF (200×) per section. Scale bar: 100 μm. (**F**) Mean liver/body weight ratio in vehicle or NSC-treated mice following 4 weeks of treatment (*n* = 3). (**G**) Representative Ki67 IHC-stained liver sections in vehicle- and NSC-treated mice after 4 weeks of treatment. Ki67^+^ hepatocytes were quantified in 10 HPF (200×) (*n* = 3). Data are shown as mean ± SEM (*P < 0.05, **P < 0.01, ***P < 0.001). Statistical analysis was performed with 2-tailed Student *t* test.

**Figure 2:**
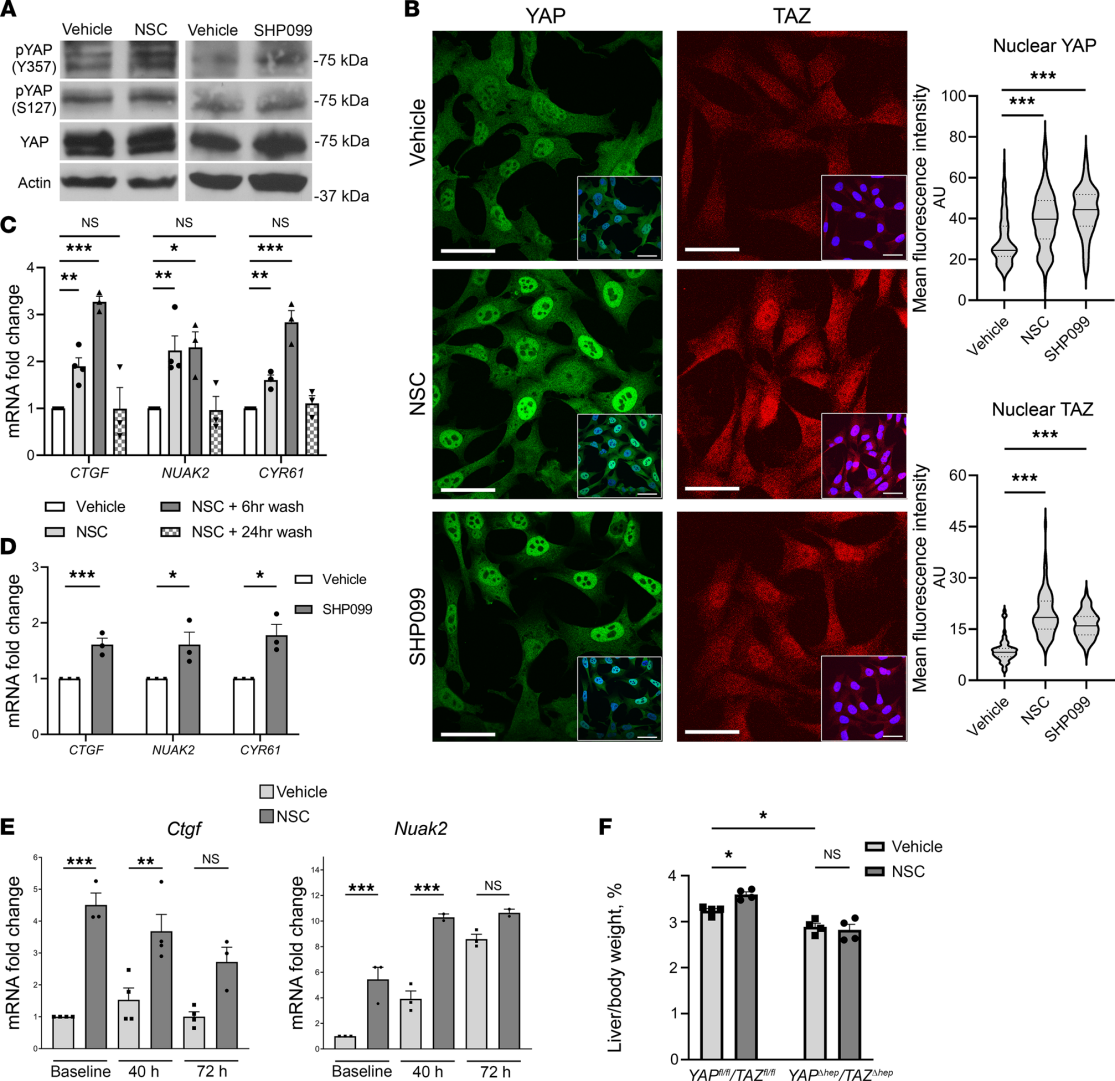
SHP2 inhibition activates YAP/TAZ in vitro and in vivo. (**A**) Hu1545 whole cell lysates treated with vehicle, NSC (1 μM for 24 hours), or SHP099 (1 μM for 24 hours) probed for pYAP^Y357^, pYAP^S127^, total YAP, and actin as a loading control. (**B**) Representative image of YAP and TAZ immunofluorescence stains in Hu1545 treated with vehicle, NSC (1 μM), or SHP099 (1 μM). Inset image with DAPI overlay. Scale bar: 50 μm for both inset and main image. YAP and TAZ mean fluorescence intensity (MFI) from 75 to 100 nuclei/condition plotted as a violin plot (solid line, median; dashed line, upper or lower quartile). (**C**) Hu1545 YAP/TAZ target gene expression (*CTGF*, *NUAK2*, and *CYR61*) following treatment with vehicle, NSC (1 μM for 24 hours), and NSC with 6- or 24-hour washout (*n* = 3–4). Data are shown as mean ± SEM. (**D**) Hu1545 YAP/TAZ target gene expression in vehicle- or SHP099-treated cells (1 μM for 24 hours) (*n* = 3). (**E**) YAP/TAZ target genes *Ctgf* and *Nuak2* from livers treated with vehicle or NSC at baseline (resection specimen), 40, and 72 hours after hepatectomy (*n* = 3). (**F**) Mean liver/body weight ratio 72 hours after hepatectomy in *Yap*^fl/fl^/Taz^fl/fl^ and *Yap^Δhep^*/Taz*^Δhep^* mice treated with vehicle or NSC (*n* = 4). Data are shown as mean ± SEM unless otherwise specified (*P < 0.05, **P < 0.01, ***P < 0.001). Statistical analysis was performed with 1-way ANOVA (**B**, **C**, **E**, and **F**) and 2-tailed Student *t* test (**C**).

**Figure 3:**
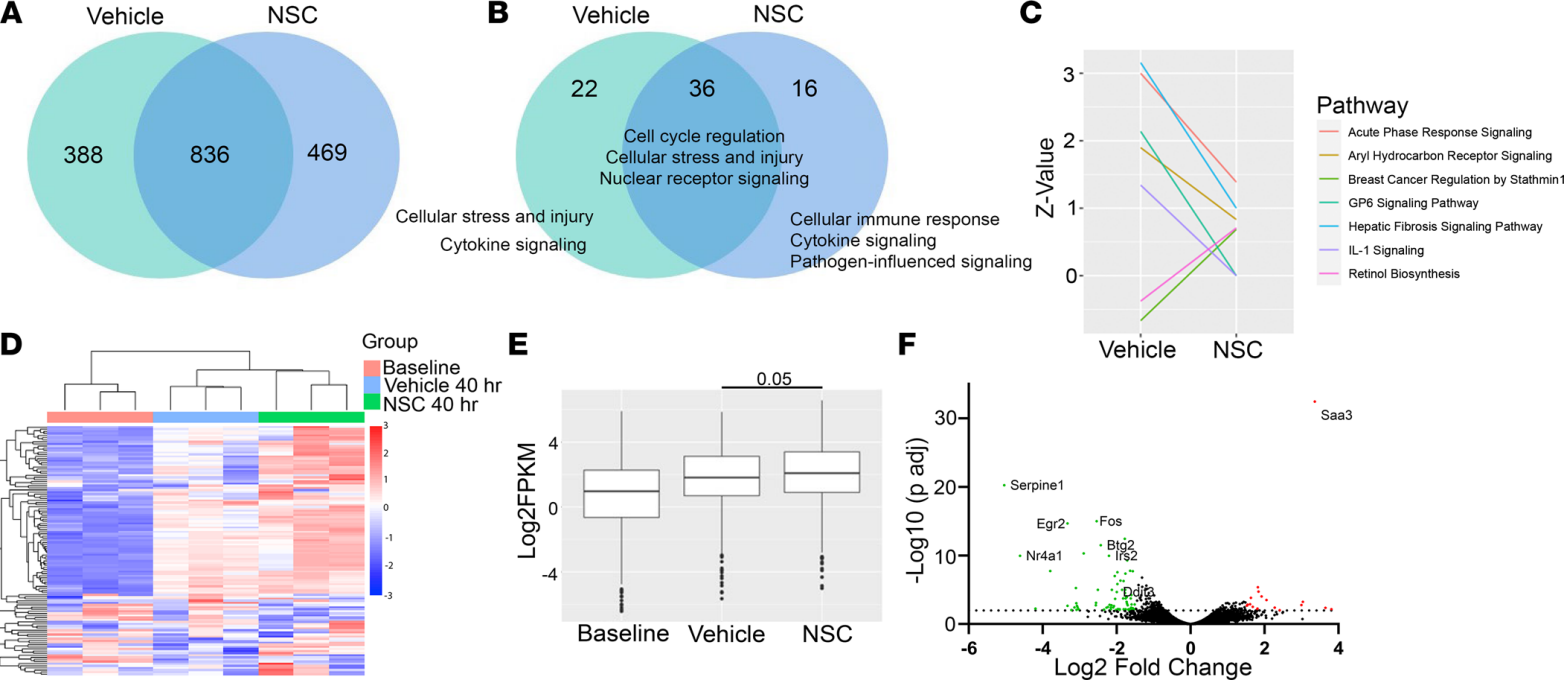
SHP2 inhibition induces a proregenerative transcriptional profile. (**A**) Venn diagram of differentially regulated genes (–1.5 < log_2_ fold change > 1.5, FDR < 5%) in murine liver lysates comparing baseline to 40 hours after hepatectomy in vehicle- and NSC-treated mice (*n* = 3). (**B**) Common function of IPA canonical pathways significantly changed (–log_10_ *P* > 1.3) 40 hours after hepatectomy from baseline in vehicle- and NSC-treated mice. The most common functions identified are listed. The full pathway analysis is provided in Supplemental Table 1. (**C**) IPA canonical pathway activation scores (*Z* score) in pathways in which the pathway was significantly changed from baseline (–log_10_ *P* > 1.3), and the *Z* score changed by greater or less than 1 and –1, respectively. (**D**) Cell cycle gene set heatmap at baseline (vehicle resection specimen) and 40 hours after hepatectomy in mice treated with vehicle or NSC. Each column represents an individual biological replicate. (**E**) Box and whisker plot (median and IQR) log_2_FPKM of cell cycle gene transcripts from heatmap in **E**. (**F**) Volcano plot comparing gene expression 40 hours after hepatectomy in vehicle- and NSC-treated mice (3 biological replicates/group). Significantly differentially expressed genes (–1.5 < log_2_FC > 1.5, FDR < 5%) highlighted green (downregulated) and red (upregulated) with top genes identified on plot. Statistical analysis was performed using Wilcoxon rank sum test with continuity correction (**E**).

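Figure 3E compares values of gene transcripts rather than mice. Its legend does not state whether each value is the mean of 1 gene or 1 gene in 1 replicate. Here the mean of each gene was used. Over the 116 genes of the set with FPKM above 0 in all libraries, the median of the mean log2 FPKM was 1.13 at baseline, 1.87 with vehicle and 2.12 with NSC. The Wilcoxon rank sum test with continuity correction, computed across genes from the deposited FPKM (n = 116 genes), gave p = 0.232 for NSC against vehicle, p = 0.00032 for vehicle against baseline and p = 5.08e-06 for NSC against baseline. The mean of 92 of the 116 genes was higher with NSC than with vehicle. FPKM are scaled by library total only. With that scaling the median log2 fold change of all tested genes for NSC against vehicle was 0.14, against 0.015 with TMM. Part of the difference across the set may therefore come from scaling. With TMM, 83 of 117 genes of the set were higher with NSC. Genes are not independent replicates, and these p-values do not reflect the spread between livers.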

**Figure 4:**
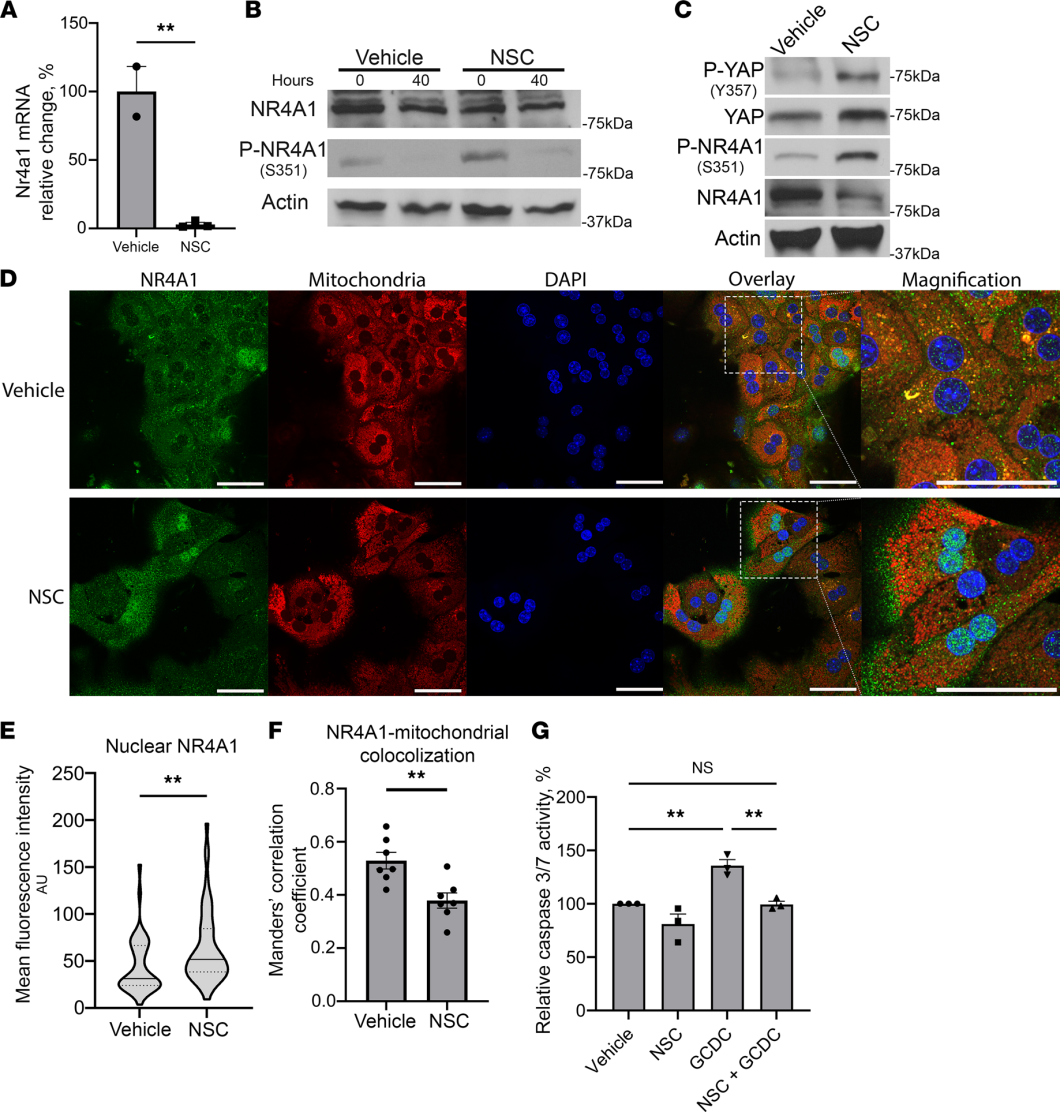
NR4A1 in modulated by NSC in vitro and in vivo. (**A**) *Nr4a1* mRNA relative expression 40 hours after hepatectomy in vehicle- and NSC-treated mice (*n* = 3). Data are shown as mean ± SEM. (**B**) Liver lysates from resection specimen (0 hours) and 40 hours after hepatectomy probed for NR4A1, pNR4A1^S351^, and actin as a loading control in vehicle- and NSC-treated mice. (**C**) Primary mouse hepatocytes treated with NSC (10 μM) or vehicle for 24 hours and immunoblotted for pYAP^Y357^, total YAP, pNR4A1^S351^, total NR4A1, and actin as a loading control. (**D**) Representative images of NR4A1 immunocytochemistry with mitochondrial (MitoTracker) and nuclei (DAPI) counterstains in isolated mouse hepatocytes treated with NSC (10 μM) or vehicle. Scale bars: 50 μm. (**E**) Mean fluorescence intensity (MFI) values for nuclear NR4A1 in NSC- (10 μM) or vehicle-treated hepatocytes. Median values represented by solid line, and IQR represented by dotted lines. In total, 35–50 nuclei were evaluated. (**F**) Mean Manders’ correlation coefficient of NR4A1 colocalized to mitochondria in vehicle- and NSC-treated hepatocytes. Correlation coefficient were calculated for 7 images (400×). Data are shown as mean ± SEM. (**G**) Relative caspase 3/7 activity in primary mouse hepatocytes 4 hours after glycochenodeoxycholate (GCDC) (50 μM) or vehicle treatment with or without NSC pretreatment (10 μM) for 16 hours, *n* = 3 (*P < 0.05, **P < 0.01). **B** and **C** are representative immunoblots from 2 independent experiments. Statistical analysis was performed with 2-tailed Student *t* test (**E** and **F**) and 1-way ANOVA (**G**).

**Figure 5:**
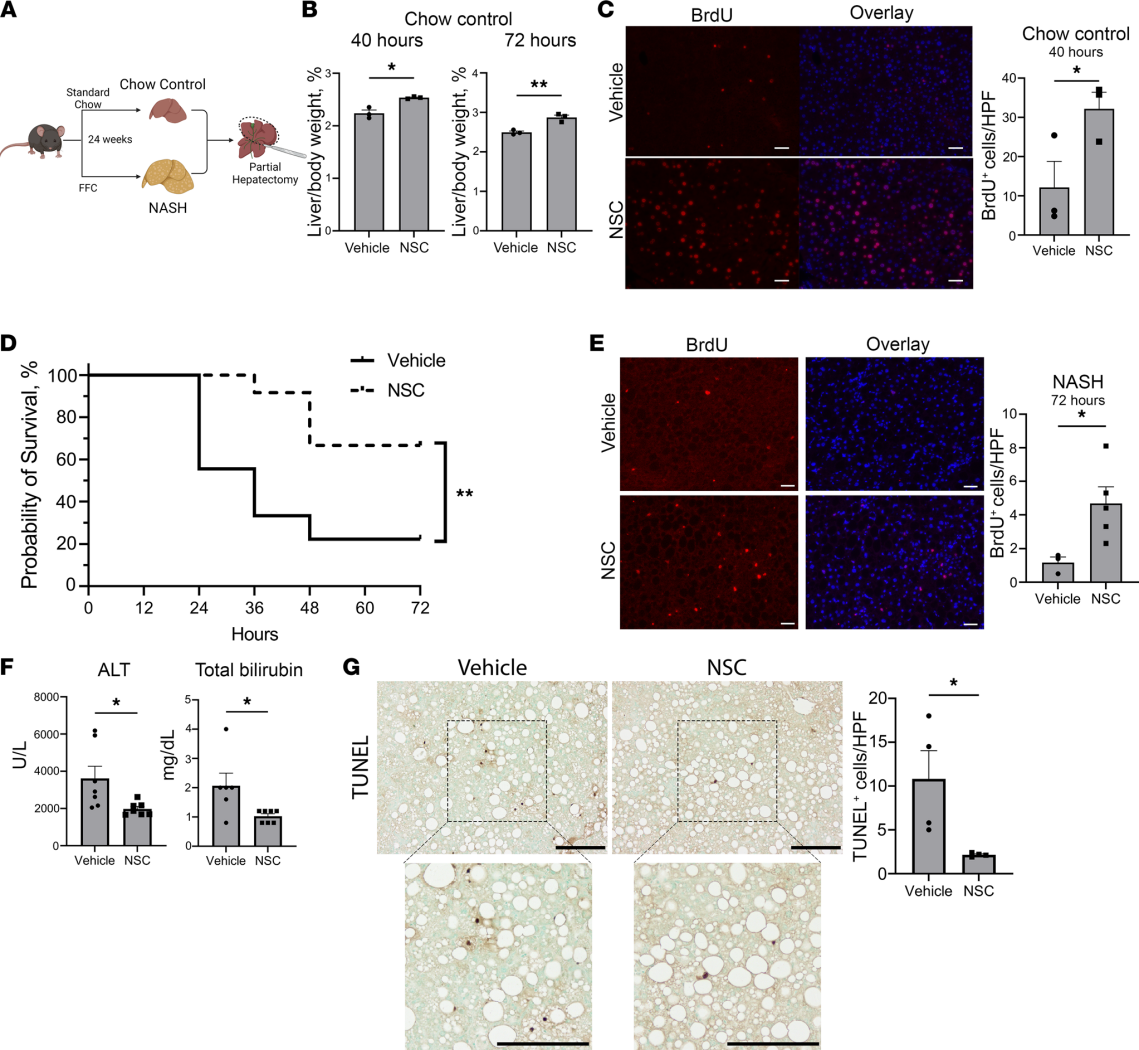
NSC improves postoperative mortality in murine NASH model. (**A**) NASH induction with a high-fat, -cholesterol, -glucose/sucrose diet (FFC). (**B**) Mean chow control mouse liver/body weight ratio 40 and 72 hours after hepatectomy (*n* = 3). (**C**) Representative BrdU immunofluorescence staining in liver sections 40 hours after hepatectomy in vehicle- and NSC-treated chow control mice (*n* = 3). Scale bar: 100 μm. DAPI-counterstained cells overlayed with BrdU with quantified BrdU^+^ hepatocyte nuclei per 10 HPF (200×). (**D**) Kaplan-Meier survival curve after hepatectomy in mice with NASH in vehicle- (*n* = 18) or NSC-treated (*n* = 12) mice. Statistical analysis was performed using the log rank (Mantel-Cox) test. (**E**) Representative BrdU immunofluorescence staining in liver sections 72 hours after hepatectomy in vehicle- and NSC-treated NASH mice (*n* = 3). Scale bar: 100 μm. DAPI-counterstained cells overlayed with BrdU. Quantified BrdU^+^ hepatocyte nuclei per 10 HPF (200×). (**F**) Plasma ALT and total bilirubin in NASH mice treated with vehicle or NSC 4 hours after hepatectomy (*n* = 6–7). (**G**) Representative image of TUNEL IHC in vehicle or NSC-treated NASH mice 4 hours after hepatectomy with magnified view. Scale bars: 200 μm. TUNEL^+^ hepatocytes were quantified in 10 HPF (100×) for each mouse (*n* = 4). Data are shown as mean ± SEM (*P < 0.05, **P < 0.01). Statistical analysis was performed with 2-tailed Student *t* test, unless otherwise specified.

How the deposited data were processed for this re-analysis (not part of the article)

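Bulk RNA-Seq of whole liver was analysed from 9 libraries of WT mice in 3 groups of 3: vehicle resection specimens taken at hepatectomy (baseline), and liver remnants of vehicle-treated and NSC-treated mice 40 h after surgery. The authors aligned the reads with STAR within MAP-RSeq, assigned them to genes with Subread and deposited the raw count of each gene in each library, without normalization. The deposited FPKM values are the same counts divided by gene length and library total by the authors, since recomputing them from the counts gave a largest relative difference of 4.96e-10 for values above 1. The gene coordinates and identifiers are mouse ones, and gene names were taken from the deposited table.

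Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and lists and plots were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Libraries were scaled by TMM factors, genes were kept by edgeR's filterByExpr, and all 9 libraries entered 1 quasi-likelihood fit with robust estimation and the condition as the only term. The 3 comparisons were vehicle at 40 h against baseline, NSC at 40 h against baseline, and NSC against vehicle at 40 h, each adjusted over its 15024 genes by the Benjamini-Hochberg method. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. The paper names edgeR, a false discovery rate and a fold change threshold, but its text does not name the edgeR test or the model. The procedure was tested on simulated data drawn from the means and library sizes of these libraries. With no gene changed, 1 gene was called. A GC trend added to simulated counts gave a Spearman correlation of -0.62 between log2 fold change and GC content, which the correction brought to 0.0013.

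The genes named in the text follow a rule written in advance: each gene the paper names for RNA-Seq or in Figure 3F, its YAP/TAZ targets, proliferation markers, *Ptpn11*, *Ptpn6*, *Yap1* and *Wwtr1*. To these were added, per comparison with baseline, the 3 rising and 3 falling called genes with the smallest adjusted p whose groups did not overlap, and up to 5 of each in the direct comparison. Gene lists written in advance from general knowledge covered the KEGG cell cycle set, S phase, G2/M, immediate early, YAP/TAZ target, circadian clock, acute phase, IL-1, ERK target, extracellular matrix, neutrophil, macrophage, erythroid, hepatocyte and unfolded protein response genes. Sterol synthesis genes and genes that peak with *Dbp* were listed after the data had been seen. Each list was tested with camera (correlation 0.01), fry and camera with an estimated correlation, all from limma through edgeR, with Benjamini-Hochberg adjustment over lists and comparisons. The score of a liver is the median over a list of log2 CPM (prior count 2) minus the mean of the 9 libraries. Sex-linked genes served as a check of the samples, and all libraries were male-like: *Ddx3y* lay between 34.2 and 69.9 CPM, and *Xist* had at most 6 counts in a library.

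Precision is set by 3 livers per group and by depth. The share of counts taken by the 10 most abundant genes was 19.0% to 29.0% per library. Within groups, the chi-square per gene between libraries was 24.9 to 151, so no library duplicated another. The first 2 principal components of log2 CPM held 58.1% and 13.2% of the variance. Wilson intervals (95%) and the floor of 3 counts cover counting error only. Genes that share reads with close paralogs are uncertain.

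Alternatives set in advance were DESeq2, edgeR's exact and likelihood ratio tests, RLE factors, library size only, all genes with at least 1 count, at least 10 counts in every library, only the 2 groups compared, the replicate number as a term, other thresholds, each library left out in turn, and other forms of the set and rank tests. Correction for GC content (a loess curve of span 0.5 per library on the GC content of the longest GENCODE M21 transcript), the exact test with genes above 1 CPM, the exact test with dispersion from 9 libraries, and the alternatives for lists other than the cell cycle set were chosen after seeing the data. The exact test with genes above 1 CPM was added while looking for a setting near the adjusted p-values of Figure 3F. GC content was known for 99.2% of tested genes. Each list was also compared with 10000 random draws of other tested genes from the same 20 bins of GC content, a test likewise chosen after seeing the data. The pathway analysis of the paper uses a proprietary database and was not repeated, no list stood for p38 or SAPK/JNK signaling, and qPCR, protein and histology data were not analysed here.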

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

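Sterol synthesis genes were listed after the data had been seen, and the tests of GC content on the macrophage genes, of a lower share of hepatocytes and of an exchanged library were chosen only after the result was seen. For GC content, requirements beyond camera after correction were changed after the results were seen: fry was first added and then dropped, because it had not passed for 3 of the 5 lists before correction either, and draws of other genes with the same GC content took its place.

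The paper does not discuss sterol synthesis. The 23 genes of this pathway, none of them in another list or named by the paper, had a median log2 fold change of -0.73 between NSC and vehicle at 40 h. Of these, 22 were lower with NSC, 1 (*Mvd*) had an adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test, 15 passed when adjusted over the list alone, and 13 were lower without overlap, where chance gives 10% in either direction. Because the list was written after *Mvd* was seen, the adjusted values are not independent evidence. From baseline the median was -0.07 with vehicle (-0.30 without vehicle replicate 2 to 0.08 without vehicle replicate 1) and -0.70 with NSC. Scores were -0.06, 0.49 and 0.19 in vehicle replicates 1 to 3 and -0.53, -0.32 and -0.67 in NSC replicates 1 to 3. The limma set tests gave adjusted p = 9.78e-15 (camera), 0.0339 (fry) and 0.243 (estimated correlation). A GC trend is argued against as the whole cause, since after its removal the median was -0.57 and both camera (adjusted p = 7.02e-21) and fry (adjusted p = 0.0397) stayed under 0.05, and draws of other genes with the same GC content had medians of -0.20 to 0.17 (95% range). No single library carried the difference, as the median was at most -0.54 without any 1 of the libraries. A lower level of sterol synthesis with NSC, the condition of the design, may explain the pattern, but feeding, time of day and other differences between mice were not tested.

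Macrophage genes are outside those the paper discusses for these samples, and the list stood higher with NSC by a median of 0.54. It was 0.27 without NSC replicate 1, and camera no longer placed it under 0.05. Of its 13 genes, 11 were higher, none had an adjusted p under 0.05 over all genes, 5 passed when adjusted over the list alone, and 6 had an unadjusted p under 0.05. No gene belonged to another list, and 11 of the 13 were above 1 CPM in every baseline library. Scores were -0.09, 0.24 and -0.39 with vehicle and 1.13, 0.19 and 0.13 with NSC, so NSC replicates 2 and 3 overlapped the vehicle-treated mice and NSC replicate 1 stood apart. A lower share of hepatocytes would raise the markers of every other cell type. Extracellular matrix genes moved the other way as a group, with a median of -0.55 (-0.97 without NSC replicate 1 and -0.36 without NSC replicate 2), but in NSC replicate 1 their score of 0.42 lay within the vehicle range (0.37 to 0.69), and the hepatocyte score of -0.41 was the lowest of the 9 livers. Hepatocyte genes were lower with NSC in 15 of 19 (median -0.18, and -0.11 without vehicle replicate 2 and -0.14 without NSC replicate 1, where camera no longer placed it under 0.05). A lower share of hepatocytes and a change in the macrophages themselves cannot be told apart, since the macrophage difference rests mostly on that 1 liver. A GC trend is argued against as the cause, since after its removal the macrophage median was 0.75 and camera stayed under 0.05 (adjusted p = 2.34e-06), and draws of other genes with the same GC content had medians of -0.19 to 0.27 (95% range). Single genes moved both ways, 6 up and 7 down, with a median change of -0.01. Fry placed the list under 0.05 neither before (adjusted p = 0.133) nor after (adjusted p = 0.141), so a difference between single livers, with NSC replicate 1 above the others, also stays open.

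Circadian clock genes set 1 sample far from the others. The list score of baseline replicate 2 was 1.59, against 0.62 and 0.22 in baseline replicates 1 and 3. *Dbp* was at 81.0 CPM there and at 0.411 and 1.29 CPM in replicates 1 and 3, *Per3* at 66.6 against 2.15 and 3.56 CPM, and *Arntl* at 1.65 against 33.8 and 35.5 CPM. These genes were chosen after their values were seen. Of the 19 clock genes, 15 were above 1 CPM in every baseline library, and 1 belonged to another list. An exchange with a 40 h library is argued against, since the G2/M score of baseline replicate 2 lay 5.00 below the mean of the 40 h libraries and close to the other baseline libraries. Of 5 other genes that peak with *Dbp*, 4 (*Usp2*, *Wee1*, *Tspan4* and *Upp2*) were higher in baseline replicate 2 than in both other baseline libraries, and *Lonrf3* was not, which is consistent with tissue taken at another time of day. The paper's methods state that operations were done in small cohorts so that their timing within the day/night cycle was uniform. Collection times of single livers are not stated.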

How the results depend on the processing

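GC correction, the exact test with genes above 1 CPM, the exact test with dispersion from 9 libraries and the alternatives for lists other than the cell cycle set were chosen after seeing the data. Where no cause is given below, the cause was not tested.

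The counts of genes changed from baseline stayed within 1.5 times of 1085 and 1222 under every test and scaling run, and moved beyond it under lower fold change thresholds, which by construction admit more genes, and under a stricter filter, which tests fewer. With at least 10 counts in every library, 596 genes changed with vehicle, 704 with NSC and 418 with both. Without a fold change threshold there were 3564, 5207 and 2745, and with an absolute log2 fold change over 1 there were 1860, 2436 and 1364. The share that rose with vehicle was 66.7% with DESeq2, 65.6% with at least 10 counts, 53.7% without a fold change threshold, 61.4% over 1, and 73.0% at an adjusted p under 0.01. It lay between 66.1% and 72.1% across the fits that each left out 1 library. The share with NSC was 75.0% with library size only, 62.9% with at least 10 counts, 71.3% with GC correction, 70.3% with GC correction and the replicate block, 52.4% without a fold change threshold and 56.8% over 1, and 61.6% to 67.1% with 1 library left out. Scaling by library size moved the median of all genes to 0.15 for NSC against baseline and to 0.14 for NSC against vehicle.

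The direct comparison of NSC with vehicle depended on the test and on single livers. In place of 3 genes, DESeq2 called 51, the exact test 63, the likelihood ratio test 67, the exact test with genes above 1 CPM 44, and the exact test with 9 libraries 70. Library size only called 1 gene, all genes with at least 1 count 20, the fit of only the 2 groups 5, GC correction 0 (with 1584 genes at an unadjusted p under 0.05), and GC correction with the replicate block 1. No fold change threshold gave 6 genes, an absolute log2 fold change over 1 gave 5, and an adjusted p under 0.01 gave 0 (2929 genes at an unadjusted p under 0.05). Across the fits that each left out 1 library the count ranged from 0 to 181. It was 0 without vehicle replicate 2, NSC replicate 2 or NSC replicate 3 (1659, 2216 and 2901 genes at an unadjusted p under 0.05), 1 without vehicle replicate 1, 16 without vehicle replicate 3 and 181 without NSC replicate 1.

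The replicate numbers were tried as a replicate block. Libraries with the same number did not deviate together in every pair (correlations of 0.106, 0.115 and -0.111 between baseline and vehicle, 0.138, 0.0494 and 0.184 between baseline and NSC, and 0.137, 0.106 and 0.000209 between vehicle and NSC), so the numbers were not taken to pair the samples. Pairing is not excluded, since 8 of these 9 values were positive and, between baseline and NSC, all 3 exceeded the 6 values of libraries with different numbers (-0.151 to 0.0152). With the replicate block 1079 and 1189 genes changed from baseline, 5 in the direct comparison, and the cell cycle set had a median of 0.22.

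The cell cycle set kept a positive median between NSC and vehicle in all alternatives run. With fry (0.25, adjusted p = 0.186) and with an estimated correlation (0.25, adjusted p = 0.473, both limma) it was no longer past 0.05. The median lay between 0.16 and 0.27 with 1 library left out, lowest without NSC replicate 2. For the rank test across genes, the signed rank test (n = 116 genes) gave p = 3.06e-11 in place of 0.232. It used FPKM, which carry the shift from scaling by library total. With 1 library left out the rank sum p lay between 0.0993 and 0.396. Over all lists and comparisons, the cell cycle set included, 31 passed with camera, 20 with fry and 2 with an estimated correlation.

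Medians near 0 changed sign. Between NSC and vehicle, YAP/TAZ targets were at 0.072 with library size only and 0.030 with GC correction, and from -0.22 (without NSC replicate 1) to 0.031 (without NSC replicate 3) with 1 library left out. IL-1 genes were at 0.041 with library size only and from -0.12 (without vehicle replicate 3) to 0.019 (without vehicle replicate 2). Clock genes were at -0.00072 with at least 10 counts, and erythroid genes from -0.13 (without NSC replicate 3; -0.0044 without vehicle replicate 3) to 0.55 (without vehicle replicate 2). From baseline to NSC, immediate early genes ranged from -0.76 (without baseline replicate 2) to 0.031 (without baseline replicate 1), IL-1 genes from -0.0026 (without NSC replicate 1) to 0.15, and erythroid genes from -0.82 (without NSC replicate 3) to 0.076 (without baseline replicate 3). Unfolded protein response genes were at 0.013 with library size only and from -0.70 (without NSC replicate 1) to 0.026 (without baseline replicate 1). From baseline to vehicle, IL-1 genes ranged from -0.00045 (without baseline replicate 2) to 0.16, and sterol synthesis genes from -0.30 (without vehicle replicate 2) to 0.076 (without vehicle replicate 1; 0.046 without baseline replicate 2). Among the lists there were also 42 weaker and 8 stronger results, and 519 stayed on their side of the threshold.

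Among named genes, the log2 fold change between NSC and vehicle changed sign for 5. With 1 library left out, *Timp1* ranged from -2.05 (without NSC replicate 1, where it passed the thresholds) to 0.042 (without NSC replicate 3), *Ctgf* from -0.054 (without NSC replicate 1) to 0.97 (without vehicle replicate 1), and *Nuak2* from -0.028 (without vehicle replicate 1; -0.016 without NSC replicate 2) to 0.28 (without vehicle replicate 2). *Ptpn11* was at 0.062 with library size only, 0.012 with GC correction and 0.0052 with GC correction and the replicate block. *Yap1* was at -0.071 with GC correction, -0.071 with GC correction and the replicate block, and from -0.016 (without NSC replicate 2) to 0.14 with 1 library left out. A further 38 results for named genes were stronger, 25 weaker, and 666 kept their direction and their side of the threshold.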

Differences from the paper's values

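In the paper, the rank sum test across the cell cycle genes gives about 0.05 for NSC against vehicle (Fig. 3E, read by eye). The p computed here across 116 genes of the set was 0.232. None of the alternatives set before the data were examined came within 1.5 times of the paper's value: log2 values with a pseudocount of 1 gave p = 0.208, a pseudocount of 0.01 gave p = 0.231, the signed rank test gave p = 3.06e-11, and leaving out 1 library gave p between 0.0993 and 0.396. The members of the set used by the paper are not listed in its text. Whether the paper averaged the replicates of each gene is not stated either, and a test on values of single replicates was not run.

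The paper labels *Nr4a1*, *Saa3*, *Fos*, *Btg2*, *Irs2* and *Ddit3* among changed genes in the direct comparison of NSC and vehicle. Here all 6 moved in the paper's direction, and none passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. *Nr4a1*, *Fos*, *Btg2* and *Irs2* were called by DESeq2, by edgeR's exact test and by its likelihood ratio test. *Saa3* was called by the exact and likelihood ratio tests and in the fit of only the 2 groups, and DESeq2 gave it no adjusted p. *Ddit3* was called by DESeq2 and without NSC replicate 1. *Irs2* was also called without vehicle replicate 3. The exact test with genes above 1 CPM called 5 of the 6 (not *Ddit3*), and the exact test with dispersion from 9 libraries called all 6. Both of these were chosen after seeing the values.

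Among the genes the paper maps to the decreased fibrosis pathway, *Tgfb2* was not lower with NSC (log2 fold change 0.48), and this held in the alternatives run, with a range of 0.11 to 0.86. *Timp1* differed by -0.40 and was called only without NSC replicate 1.

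The paper describes the cell cycle transcripts as further induced by NSC. Here the G2/M score of NSC replicate 1 was 0.29, below the lowest vehicle score of 1.19, while NSC replicates 2 and 3 were at 2.98 and 2.56. The score of the whole set in NSC replicate 1 was 0.163, within the range of the vehicle scores (0.137 to 0.197). The S phase scores went in the paper's direction without overlap, at 0.70, 1.18 and 0.99 with NSC and 0.42, 0.59 and 0.56 with vehicle.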

Other observations

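The tests of GC content on immediate early, cell cycle and extracellular matrix genes, draws of genes with the same GC content included, and of differences between libraries in GC trend were chosen only after the result was seen. The rule that kept the simulation of equal expression open was also added after its result was seen.

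Grouping of the libraries was examined by other splits. For vehicle against baseline and for NSC against baseline, 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes. For NSC against vehicle, 2 of the 10 splits gave 3 genes or more, the other being NSC replicate 1 with vehicle replicates 1 and 3 against the rest, with 1239 genes at an unadjusted p under 0.05. Genes called against baseline in only 1 of the 2 groups numbered 747, and 2 of the 10 splits gave as many (781 when NSC replicate 1 was grouped with vehicle replicates 1 and 2, with 2233 genes at an unadjusted p under 0.05 between those groups). With 3 against 3 no share under 0.1 can be had.

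Genes called only with NSC numbered 442, above the highest count of 313 in simulations in which both 40 h groups had the same true expression. That would argue against equal expression, but the simulations called 1299 to 1380 genes with NSC where 1222 were observed, and 1313 to 1379 with vehicle where 1085 were observed, for a reason that was not tested. In simulations where each group kept its own observed mean, 548 to 650 genes were called only with NSC, with 1435 to 1557 called with NSC in all, and 196 to 237 in the direct comparison, against 0 to 4 with equal expression and 3 observed. Equal expression and a difference between the groups cannot be told apart from this count, since it lies between the 2 kinds of simulation and neither gave the observed numbers of calls from baseline.

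Immediate early genes, 31 of them, 5 named by the paper (*Cyr61* only for other measurements) and 8 held by another list, were lower with NSC than with vehicle by a median of -1.59. Of these, 29 were lower, 1 had an adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test, 16 passed when adjusted over the list alone, and 13 were lower without overlap (10% by chance in either direction). The limma set tests gave adjusted p = 4.96e-18 (camera), 0.0367 (fry) and 0.243 (estimated correlation). From baseline the median was 0.93 with vehicle (0.61 without vehicle replicate 1) and -0.39 with NSC (-0.76 without baseline replicate 2 to 0.03 without baseline replicate 1). The GC trend is argued against as the whole cause, since the median after correction was -1.30 (camera adjusted p = 7.99e-19) and random draws of other genes with the same GC content had medians of -0.37 to -0.06 (95% range; genes are not independent replicates). Fry, which also reflects the spread between livers, had an adjusted p of 0.0648 after correction. Handling of single livers at harvest, which could induce these genes within minutes, stays open. Scores were 1.23, 1.00 and -0.22 in vehicle replicates 1 to 3 and -0.57, -0.63 and -0.46 in NSC replicates 1 to 3, and the gap between the groups of 0.24 was smaller than the range of 1.45 among vehicle-treated mice. Handling and treatment cannot be told apart with 3 livers per group.

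GC content tracked the difference between NSC and vehicle across genes, with a Spearman correlation of -0.64 (-0.16 for vehicle and -0.47 for NSC against baseline; genes are not independent replicates). The median log2 fold change was 0.40 in the tenth of genes with the lowest GC content and -0.36 in the tenth with the highest. By library, the correlation was 0.16, 0.32 and 0.44 at baseline, 0.25, 0.47 and -0.25 with vehicle and -0.56, -0.53 and -0.27 with NSC. The range within the vehicle group of 0.72 exceeded the difference of 0.61 between the group means, which is consistent with differences between libraries unrelated to treatment. The groups did not overlap, so an effect of treatment also stays open.

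After GC correction, the cell cycle set had a median of 0.15 between NSC and vehicle (camera adjusted p = 0.0104) and the extracellular matrix list one of -0.40 (camera adjusted p = 1.75e-10). Draws of other genes with the same GC content had medians of -0.01 to 0.14 and of -0.24 to 0.04 (95% ranges), against 0.25 and -0.55 for the lists. A GC trend is therefore argued against as the whole cause, though not as a part of it. Fry placed neither list under 0.05, before the correction (adjusted p = 0.186 and 0.0508) or after it (0.285 and 0.108), so differences between single livers stay open. The cell cycle median without NSC replicate 2 was 0.16, which camera no longer placed under 0.05, and the matrix median was -0.97 without NSC replicate 1 and -0.36 without NSC replicate 2. A single library is argued against as the source of the sign of the cell cycle difference, since the lowest median without 1 library was 0.16 (0.155).

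Clock genes were lower at 40 h than at baseline, with medians of -1.20 with vehicle and -1.37 with NSC, and 0.06 between NSC and vehicle (0.004 without NSC replicate 3 to 0.25 without NSC replicate 2). Without baseline replicate 2 the first 2 were both -0.59. Activator genes and repressor genes moved in opposite directions in 1 of the 2 groups (0.27 and -2.99 with vehicle, and -0.02 and -2.60 with NSC). Without baseline replicate 2 the medians were -0.31 and -0.20 with vehicle and -0.57 and 0.22 with NSC. This pattern therefore rests on that library. An interval of 40 h is not a whole number of days, so by design remnants were taken at another time of day than resection specimens. Time of day therefore cannot be told apart from hepatectomy for the groups as a whole.

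Unfolded protein response genes (16) had medians of 0.16 with vehicle and -0.13 with NSC from baseline and of -0.29 between NSC and vehicle (camera adjusted p = 0.00524 and fry adjusted p = 0.133, limma). Hepatocyte genes (19) had medians of -0.26, -0.27 and -0.18 in the same order (camera adjusted p = 0.00838 and fry adjusted p = 0.122 for the last, limma), and erythroid genes (5) of -0.41, -0.47 and 0.21. These medians depended on single livers. The unfolded protein response difference between NSC and vehicle was -0.48 without NSC replicate 1 and -0.17 without NSC replicate 3, where camera no longer placed it under 0.05, and the changes from baseline lay between 0.09 (without baseline replicate 2) and 0.37 (without baseline replicate 1) with vehicle and between -0.70 (without NSC replicate 1) and 0.03 (without baseline replicate 1) with NSC. The hepatocyte difference lay between -0.31 without vehicle replicate 1 and -0.11 without vehicle replicate 2, and camera placed it under 0.05 neither there nor without NSC replicate 1 (-0.14). The hepatocyte changes from baseline reached -0.41 with vehicle (without baseline replicate 2) and -0.45 with NSC (without NSC replicate 3). The erythroid medians lay between -0.86 (without vehicle replicate 2) and -0.03 (without baseline replicate 3) with vehicle, between -0.82 (without NSC replicate 3) and 0.08 (without baseline replicate 3) with NSC, and between -0.13 (without NSC replicate 3) and 0.55 (without vehicle replicate 2) in the direct comparison.

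Of YAP target genes named by the paper for other measurements, *Ctgf* was at 3.80 ± 2.30 CPM with vehicle and 5.00 ± 2.51 CPM with NSC (SD, n = 3 each; log2 fold change 0.39, edgeR quasi-likelihood adjusted p = 0.716), *Cyr61* differed by -0.95 (adjusted p = 0.446) and *Nuak2* by 0.11 (adjusted p = 0.837). These differences depended on single livers: *Cyr61* was at -0.03 without vehicle replicate 1 and at -1.38 without vehicle replicate 3, *Ctgf* at -0.05 without NSC replicate 1 and 0.97 without vehicle replicate 1, and *Nuak2* at -0.03 without vehicle replicate 1 and 0.28 without vehicle replicate 2. *Cyr61* and *Nuak2* rose from baseline by 2.61 and 0.91 with vehicle (adjusted p = 0.0298 and 0.0209, edgeR). With NSC they rose by 1.66 and 1.02 (adjusted p = 0.0936 and 0.0084, edgeR). *Ctgf* did not rise from baseline, at -0.64 with vehicle and -0.25 with NSC (adjusted p = 0.424 and 0.749, edgeR). The paper reports higher *Ctgf* and *Nuak2* with NSC in remnants at 40 h (Fig. 2E). Its legend does not state whether the same livers were measured. The transcripts of the drug targets differed by -0.07 (*Ptpn11*) and -0.28 (*Ptpn6*), and *Yap1* and *Wwtr1* by 0.08 and 0.32, with adjusted p-values of 0.809, 0.291, 0.758 and 0.337 in edgeR. With 1 library left out, *Ptpn11* lay between -0.15 (without NSC replicate 1) and -0.004 (without NSC replicate 3), *Yap1* between -0.02 (without NSC replicate 2) and 0.14 (without vehicle replicate 1), and *Wwtr1* between 0.19 (without NSC replicate 1) and 0.44 (without NSC replicate 3).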
